# *MYC* and *Twist1* cooperate to drive metastasis by eliciting crosstalk between cancer and innate immunity

**DOI:** 10.7554/eLife.50731

**Published:** 2020-01-14

**Authors:** Renumathy Dhanasekaran, Virginie Baylot, Minsoon Kim, Sibu Kuruvilla, David I Bellovin, Nia Adeniji, Anand Rajan KD, Ian Lai, Meital Gabay, Ling Tong, Maya Krishnan, Jangho Park, Theodore Hu, Mustafa A Barbhuiya, Andrew J Gentles, Kasthuri Kannan, Phuoc T Tran, Dean W Felsher

**Keywords:** metastasis, macrophages, cytokines, liver cancer, MYC, Twist1, Human, Mouse

## Abstract

Metastasis is a major cause of cancer mortality. We generated an autochthonous transgenic mouse model whereby conditional expression of *MYC* and *Twist1* enables hepatocellular carcinoma (HCC) to metastasize in >90% of mice. *MYC* and *Twist1* cooperate and their sustained expression is required to elicit a transcriptional program associated with the activation of innate immunity, through secretion of a cytokinome that elicits recruitment and polarization of tumor associated macrophages (TAMs). Systemic treatment with Ccl2 and Il13 induced *MYC*-HCCs to metastasize; whereas, blockade of Ccl2 and Il13 abrogated *MYC*/*Twist1*-HCC metastasis. Further, in 33 human cancers (n = 9502) *MYC* and *TWIST1* predict poor survival (p=4.3×10^−10^), CCL2/IL13 expression (p<10^−109^) and TAM infiltration (p<10^−96^). Finally, in the plasma of patients with HCC (n = 25) but not cirrhosis (n = 10), CCL2 and IL13 were increased and IL13 predicted invasive tumors. Therefore, *MYC* and *TWIST1* generally appear to cooperate in human cancer to elicit a cytokinome that enables metastasis through crosstalk between cancer and immune microenvironment.

## eLife digest

Cancer develops when cells in the body gain mutations that allow them to grow and divide rapidly and uncontrollably. As the disease progresses these cancer cells develop the ability to spread around the body. This process of spreading, called metastasis, is responsible for most cancer-related deaths in humans, but no current treatments target it.

Mutations that increase the levels of two proteins known as MYC and TWIST1 in cells cause many human cancers. In healthy adult cells, normal levels of MYC and TWIST1 act as key regulators that switch thousands of genes on or off. TWIST1 is known to control the movement and spread of cells in the embryo. However, it is not known how MYC and TWIST1 work together to promote the metastasis of cancer cells.

To address this question, Dhanasekaran, Baylot et al. used mice to investigate the roles of MYC and TWIST1 in the metastasis of cancer cells. The experiments showed that these two proteins work together to reprogram mouse cancer cells to release signal molecules known as cytokines. These molecules convert immune cells known as macrophages to a tumor-friendly state that allows cancers cells to spread around the body. Inhibiting two cytokines known as CCL2 and IL13 prevented the cancer cells from moving.

Further experiments analyzed tumor samples from around 10,000 human patients with 33 different cancers. This revealed that patients that had higher levels of MYC and TWIST1 proteins in their tumors also had increased levels of CCL2 and IL13, more activated macrophages and were less likely to recover from their cancer.

The findings of Dhanasekaran, Baylot et al. suggest that MYC and TWIST1 may instigate metastasis in many human cancers, and therapies targeting specific cytokines may prevent these cancers from spreading around the body. Furthermore, screening blood for the levels of cytokines may help to identify the cancer patients who would benefit from such therapies.

## Introduction

Tumorigenesis is caused by specific oncogenes but tumor progression often involves the acquisition of metastasis (Chaffer and Weinberg, 2011). Metastasis occur when tumor cells gain the ability to invade, migrate and colonize distant sites, and this accounts for most of the morbidity and mortality associated with cancer (Mehlen and Puisieux, 2006). Many studies have examined human clinical specimens and/or tumor-derived cell lines to discern mechanisms of metastasis, and identified the role of specific genes (Ji et al., 2007; Sun et al., 2018; Zhu et al., 2017) and also the role of the tumor microenvironment (Fidler, 2003; Kalluri, 2016; Kim et al., 2017; Whitfield and Soucek, 2012). However, to date, there are very few mouse models that exhibit spontaneous metastasis, and even fewer in vivo models where the stepwise progression from a non-metastatic to metastatic cancer can be studied. Such a model would provide a tractable approach for studying specific mechanisms of metastasis, particularly the role of the immune microenvironment. Innate immune cells, especially tumor associated macrophages (TAMs), are known to contribute to metastasis through multiple mechanisms including effects on angiogenesis, production of specific cytokines, suppression of the immune system, and induction of epithelial-mesenchymal transition (EMT) (Gonzalez et al., 2018; Lu et al., 2011; Qian and Pollard, 2010; Wan et al., 2014). The specific discrete events in the cancer cell that modulate the tumor immune microenvironment and enable metastasis are not clear.

The *MYC* oncogene is a transcription factor that is one of the most commonly activated oncogenes in the pathogenesis of many types of human cancer including HCC (Schaub et al., 2018; Dang, 2012; Gabay et al., 2014). Previously, we used the Tet System to generate a conditional transgenic mouse model for *MYC*-induced HCC that we and others have used to study mechanisms of oncogene addiction (Settleman, 2012) and identify potential therapies (Dhanasekaran et al., 2018; Kapanadze et al., 2013; Ma et al., 2016; Shachaf et al., 2004). But murine *MYC*-driven HCC do not metastasize. *Twist1* is a transcription factor that is important during embryogenesis for normal cellular migration (Lee et al., 1999; Thisse et al., 1987). *Twist1* has been shown to be an important gene product that can enable mouse and human tumor cell lines to acquire the ability to metastasize associated with EMT (Thiery et al., 2009; Xu et al., 2017). Here we used the Tet System to conditionally express *Twist1* in combination with *MYC* to show that their co-expression leads to widely metastatic and invasive HCC.

We use this powerful in vivo model to uncover a surprising mechanism by which *MYC* and *Twist1* drive metastasis. Cancer cell-intrinsic properties like proliferation, apoptosis or invasiveness were not different between the non-metastatic *MYC*-HCC and the metastatic *MYC*/*Twist1*-HCC. Instead, metastatic progression was dependent on the ability of *MYC* and *Twist1* to dramatically reprogram the tumor innate immune microenvironment. Together, *MYC* and *Twist1* induce the cancer cell to secrete cytokines like Ccl2 and Il13 that lead to recruitment and polarization of macrophages respectively, thus causing metastasis. Systemically, administering Ccl2 and Il13 is sufficient to cause metastasis of *MYC*-HCC and, conversely blocking these specific cytokines profoundly inhibits metastasis in *MYC*/*Twist1* HCC. Our results are broadly generalizable to 33 different human cancers and predict invasive cancer in a pilot clinical study.

## Results

### Twist1 induces spontaneous metastatic progression of MYC-driven HCC in vivo

We first generated a transgenic mouse using the Tet system that conditionally expresses *Twist1* in a liver specific manner (LAP-tTA/TRE-*Twist1*/Luc). We crossed TRE-*Twist1*/Luc mice which harbored the *Twist1* and firefly luciferase (*luc*) genes under the control of a bidirectional tetracycline responsive element (TRE), with the LAP-tTA mice which contain the tetracycline-controlled transactivator protein (tTA) driven by the liver-enriched activator protein (LAP) promoter (Tran et al., 2012). *Twist1* transgenic mice (LAP-tTA/TRE-*Twist1*/Luc) exhibited no disease nor gross or microscopic pathology for as long as 18 months of observation thus demonstrating that *Twist1* did not play a role in autochthonous tumorigenesis when overexpressed in the liver (Figure 1—figure supplement 1a).

To examine the influence of *Twist1* on tumor progression, LAP-tTA or LAP-tTA/TRE-*Twist1*/Luc mice were crossed with TRE-*MYC* (Shachaf et al., 2004) (Figure 1a) to generate transgenic mice that inducibly expressed *MYC* alone (*MYC* mice) or co-expressed *MYC*, *Twist1* and luciferase (Luc) in a liver-specific manner (*MYC*/*Twist1* mice) (Figure 1b). We induced transgene expression in adult mice at 6 weeks of age (Figure 1b). In vivo, Twist1 transgene expression was confirmed to be confined to the liver by measuring the luciferase reporter by bioluminescence imaging (BLI) (Figure 1c). We followed in vivo tumor progression with serial cross-sectional imaging. Both *MYC* and *MYC*/*Twist1* mice were observed to develop multifocal liver cancer, while only *MYC*/*Twist1* mice developed lung metastases (Figure 1d). *MYC*/*Twist1* mice were moribund with HCC sooner and had a median survival of 25 months compared to 32 months in *MYC* mice (p<0.001, Figure 1e). *MYC* mice rarely exhibited metastasis even after extended observation (2%, n = 50, Figure 1f); whereas, *MYC*/*Twist1* mice regularly exhibited rapid onset of metastasis with high penetrance (90%) -metastases to the lungs (70%), peritoneum (60%) and lymph nodes (20%) (n = 50, Figure 1f). Thus, *Twist1* combined with *MYC* expression in liver cells elicits HCC metastasis.

**Figure 1.**
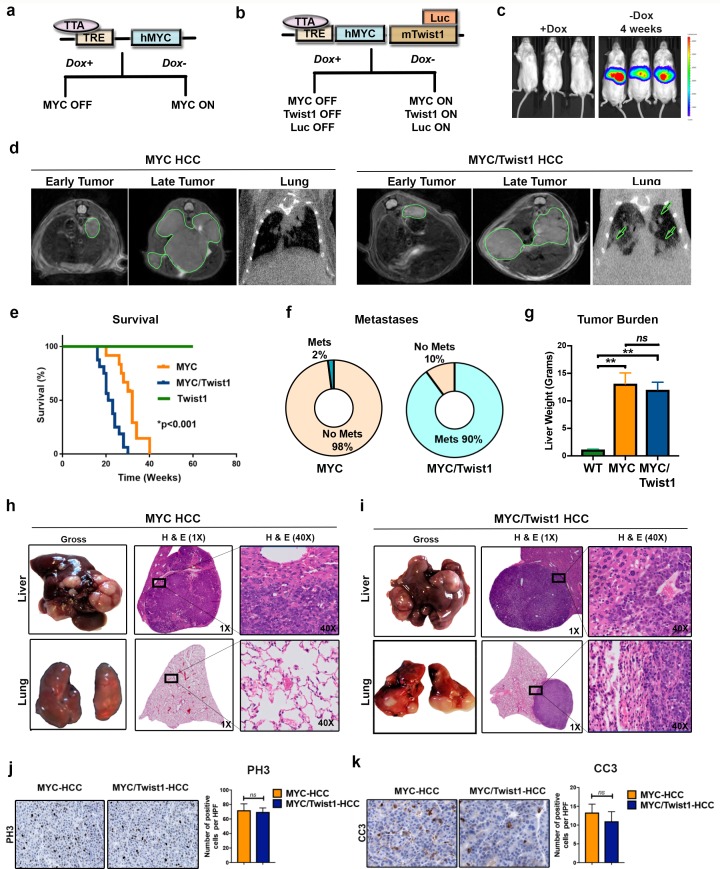
Twist1 induces spontaneous metastatic progression of MYC driven HCC in vivo. (**a**) Mouse model of *MYC* induced HCC where *MYC* is under the control of a tetracycline responsive element (TRE) which contain the tetracycline-controlled transactivator protein (tTA) driven by the liver-enriched activator protein (LAP). Doxycycline (Dox) can be used to inactivate oncogene expression in adult mice. (**b**) Mouse model of *MYC*/*Twist1-*induced HCC which inducibly co-expressed *MYC*, *Twist1* and firefly luciferase in a hepatocyte specific manner. (**c**) Bioluminescent imaging (BLI) confirms in vivo rapid induction of oncogenes by demonstrating liver specific luciferase expression upon withdrawal of Dox. (**d**) Serial cross sectional imaging of *MYC*- (n = 10) and *MYC*/*Twist1*-HCC (n = 10) using MRI scan for the abdomen and CT scan for the lungs demonstrate step-wise tumor progression. Both *MYC* and *MYC*/*Twist1* mice develop multifocal liver tumors but only the latter develops lung metastases. (**e**) Kaplan Meier survival curves show that *MYC*/*Twist1* mice (n = 16) had significantly shorter survival than *MYC* mice (n = 12) (**p<0.01) while *Twist1* transgenic mice (n = 10) remained healthy. (**f**) Pie charts show incidence of metastasis in *MYC*- (n = 50) and *MYC*/Twist1 transgenic mice (n = 50). (**g**) Comparison of liver weights between *MYC* (n = 3) and *MYC*/*Twist1* tumor bearing mice (n = 4) and control mice (n = 3) which were kept on Dox throughout (**p<0.01). (**h**) Gross and histopathologic appearance of tumors in *MYC* transgenic model confirming HCC. Lungs do not show any metastases. (**i**) Representative images showing *MYC*/*Twist1*-HCC have histologic appearance of HCC and lung histology shows metastatic disease. (**j**) Representative images from Immunohistochemistry to show phospho histone three (PH3) expression in *MYC*- and *MYC*/*Twist1*-HCC with quantification of IHC staining. (**k**) Representative images from Immunohistochemistry to show Cleaved Caspase three (CC3) expression in *MYC*- and *MYC*/*Twist1*-HCC with quantification of IHC staining.

**Figure 1—figure supplement 1.**
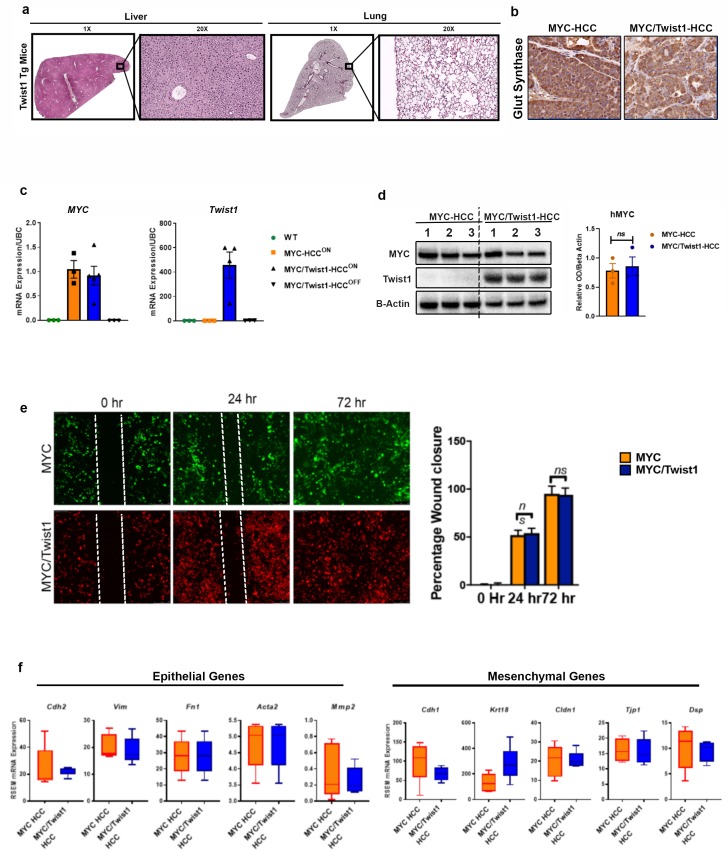
*Twist1*drives metastasis of*MYC*-induced HCC by non-cell-autonomous mechanisms. (**a**) Representative images from liver and lung (1X and 10X) H and E from liver and lungs of mice with *Twist1*-transgenic mice demonstrating lack of pathology. (**b**) Representative images from immunohistochemistry for glutamine synthetase (Glut Synthase) in *MYC*- and *MYC*/*Twist1*-HCC. (**c**) Quantification of mRNA expression levels of *MYC* and *Twist1* in wild type mice (WT), *MYC*-HCC, *MYC*/Twist1-HCC and upon oncogene inactivation (*MYC*/*Twist1 *Off). (**d**) Representative images from immunoblotting of MYC and Twist1 levels in *MYC*- and *MYC*/*Twist1*-HCC with quantification of densitometry. (**e**) Wound healing assay to assess migratory capacity of *MYC* (n = 3 biological replicates with three technical replicates each) and *MYC*/*Twist1* cells (n = 3 biological replicates with three technical replicates each) at 0 hr, 24 hr and 72 hr with bar graph showing quantification. (**f**) Transcriptomic expression of epithelial and mesenchymal markers between *MYC*- (n = 5) and *MYC*/*Twist1*-HCC (n = 5) in primary tumors.

A simple explanation for our results is that *Twist1* was inducing more rapid onset and thereby progression of tumorigenesis. Against this possibility, the tumor burden in the liver was not statistically different between *MYC* and *MYC*/*Twist1* mice (Figure 1g). Also, there was no difference in the gross or microscopic appearance of *MYC*- and *MYC*/*Twist1*-HCC (Figure 1h–i). The *MYC*- and *MYC*/*Twist1*-HCC tumors were confirmed to be HCC by a pathologist and by expression of hepatocyte marker glutamine synthetase (Figure 1—figure supplement 1b). We considered that *Twist1* could be influencing *MYC* expression levels, but *MYC* levels were similar between the two tumor models, while *Twist1* was only overexpressed in the *MYC*/*Twist1*-HCC (Figure 1—figure supplement 1c-d). Tumor cell proliferative index (phospho histone three expression) and apoptosis (cleaved caspase three) between *MYC*- and *MYC*/*Twist1*-HCC were not different (Figure 1j–1k). Primary tumor-derived cell lines from *MYC*- and *MYC*/*Twist1*-HCC did not show any difference in migratory capacity (Figure 1—figure supplement 1e). Lastly, *Twist1* is a regulator of epithelial-mesenchymal transition (EMT) ^26,37^, but we did not observe significant differences in the expression of multiple epithelial and mesenchymal markers between *MYC* and *MYC*/*Twist1* tumors (Figure 1—figure supplement 1f). Therefore, *Twist1* drives metastasis of *MYC*-induced HCC without affecting primary tumor burden, *MYC* expression, tumor cell proliferation, apoptosis, invasiveness or EMT markers.

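The 5 epithelial and 5 mesenchymal markers of this panel were measured by RNA sequencing in 5 *MYC*-HCC and 5 *MYC*/*Twist1*-HCC tumors. Fn1, which encodes the matrix protein fibronectin, was at 36.6 ± 11.2 (SD, n = 5) FPKM in *MYC*-HCC and at 100.3 ± 50.9 (SD, n = 5) FPKM in *MYC*/*Twist1*-HCC. Cdh1, the epithelial cadherin, was at 98.0 ± 50.1 (SD, n = 5) FPKM in *MYC*-HCC and at 83.3 ± 15.7 (SD, n = 5) FPKM in *MYC*/*Twist1*-HCC. Vim, an intermediate filament of mesenchymal cells, was at 14.1 ± 12.0 (SD, n = 5) FPKM and 14.3 ± 5.97 (SD, n = 5) FPKM.

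Of the 5 epithelial markers (Cdh1, Krt18, Cldn1, Tjp1 and Dsp), 0 passed limma's test over all genes tested and 0 when adjusted over the list alone. Krt18 and Cldn1 were the 2 with an unadjusted p under 0.05, with log2 differences of 0.77 and 1.12, both toward *MYC*/*Twist1*-HCC. Of the 5 mesenchymal markers (Cdh2, Vim, Fn1, Acta2 and Mmp2), 0 passed over all genes. Fn1 was the 1 higher when adjusted over the list alone, and the 1 with an unadjusted p under 0.05. Its log2 difference was 1.34 (SE 0.38, adjusted p = 0.16 from limma over all genes). The gene lies on chromosome 1 of GRCm38 from 71585520 to 71653200. Cdh1 had a log2 difference of 0.14 (SE 0.59, adjusted p = 0.931 from limma), and lies on chromosome 8 of GRCm38 from 106603351 to 106670246. The log2 differences of Tjp1, Dsp, Cdh2, Acta2 and Mmp2 were 0.10, -0.60, 0.22, -0.49 and -0.54.

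The mean log2 level of the epithelial panel was 0.31 higher in *MYC*/*Twist1*-HCC (exact permutation test, two-sided, p = 0.444), and that of the mesenchymal panel 0.15 higher (exact permutation test, p = 0.659). Wider lists gave 0.13 over 14 epithelial genes, -0.08 over 12 mesenchymal genes and 0.20 over 4 EMT transcription factors (Zeb1, Zeb2, Snai1 and Tcf3), with exact permutation p = 0.825, 0.841 and 0.167. Each of these 3 lists had 0 members past limma's test, over all genes or adjusted over the list alone, and respectively 2, 1 and 0 higher at an unadjusted p under 0.05. The wider mesenchymal list had a median log2 difference of -0.35, and limma's set test camera gave it the direction up (adjusted p = 0.984).

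The *MYC*-HCC library of the fourth column of the table (called *MYC*-HCC library 4, in column order) held 11.7 FPKM of Cdh1 and 35.3 FPKM of Vim, against 109 to 143 and 6.47 to 10.2 in the other 4. Without it, Cdh1 differed by -0.53 (adjusted p = 0.0642 from limma, 0.0642 to 0.984 over the alternatives), the wider epithelial list by -0.26 and the wider mesenchymal list by 0.18. Without *MYC*/*Twist1*-HCC replicate 2 these lists gave -0.15 and 0.10, and without replicate 4 the mesenchymal list gave 0.03. Adjusted over the list alone without *MYC*-HCC library 4, 1 panel gene was lower (Cdh1) and 3 mesenchymal panel genes were higher, with 1 EMT transcription factor higher and 1 lower.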

### MYC and Twist1 cooperate to remodel the tumor immune microenvironment

The influence of *Twist1* on global gene expression was measured in *MYC*- and *MYC*/*Twist1*-HCC (n = 5) using next generation sequencing (NGS) based RNA sequencing. 

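RNA was sequenced from 5 *MYC*-HCC and 5 *MYC*/*Twist1*-HCC, liver tumors of mice with conditional expression of MYC alone or of MYC with Twist1. Twist1, a transcription factor of mesoderm development and EMT, lies on chromosome 12 of GRCm38 from 33957671 to 33959829 and marks the groups. It was at 0 to 0.29 FPKM in the 5 *MYC*-HCC libraries, and at 2.56, 26.1, 77.2, 1.62 and 2.21 FPKM in *MYC*/*Twist1*-HCC replicates 1 to 5. The 2 groups did not overlap. The log2 difference was 5.15 (SE 1.00, adjusted p = 0.0910 from limma, and 0.0259 without *MYC*-HCC library 4, 0.0104 to 0.211 over the alternatives).

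The table gives FPKM with 2 decimals for 52459 genes, with 60.6% of the values at 0. The paper states sequencing on the BGISEQ platform with single-end reads, quantification with RSEM and a comparison with DEseq. The submitters' notes name Trimmomatic, STAR, Picard, featureCounts and DESeq2 and the build mm10, without versions. Read counts per library were not used here. The depth was estimated from genes with models shorter than 150 bp, whose values came to whole reads in 99.5% to 100% of cases (within 0.1 of a read). In units of 1 M reads it was 19.2 to 23.5 in *MYC*-HCC (median 21.2) and 21.1 to 23.8 in *MYC*/*Twist1*-HCC (median 22.5). At these depths, 1 read on a gene model of 1 kb is 0.042 to 0.052 FPKM, so FPKM under 1 rest on few reads.

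The FPKM were used with no further scaling, as log2(FPKM + 0.1), and log2 differences are *MYC*/*Twist1*-HCC minus *MYC*-HCC. For genes near 0 FPKM the added 0.1 bounds the log2 difference. The 12146 genes with at least 0.5 FPKM in at least 5 of the 10 libraries were tested with limma with a mean-variance trend, and p-values were adjusted by Benjamini-Hochberg. List means were compared by exact permutation of the 10 libraries, for which the smallest p is 0.0079. All p-values measure the spread between these samples and nothing else. The 5 *MYC*-HCC columns carry one shared heading, so their group is known but not which tumor each came from, and they are numbered in column order.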

Through unsupervised hierarchical clustering using principal component analysis (PCA), *MYC*- and *MYC*/*Twist1*-HCC were found to have overall distinct, non-overlapping expression profiles that clustered separately (Figure 2a). 

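In a principal component analysis of the genes tested, 4 of the 5 *MYC*-HCC libraries lay apart from the *MYC*/*Twist1*-HCC libraries, and *MYC*-HCC library 4 lay away from both. PC1 held 33.3% of the variance. On it, *MYC*-HCC libraries 1, 2, 3 and 5 lay between -89.1 and -34.9, the 5 *MYC*/*Twist1*-HCC libraries between -8.75 and 78.0, and *MYC*-HCC library 4 at 98.7. PC2 held 18.8%, with *MYC*-HCC library 4 at 104.2 and the other 9 libraries between -76.9 and 23.2. Afp, the fetal serum protein re-expressed in liver tumors, was at 3.11 FPKM in *MYC*-HCC library 4 and at 736 to 1479 FPKM in the other 4. Car3, a carbonic anhydrase of differentiated hepatocytes, was at 2444 FPKM there and at 4.46 to 30.3 FPKM in the other 4. The mean log2 level of 12 hepatocyte transcription factors was 4.19 in that library and 2.73 to 3.12 in the other 4, and that of 23 cell cycle genes 4.32 against 5.04 to 5.22.

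Of PC1 to PC4, the groups differed on PC2 (exact permutation test, two-sided, p = 0.0238, not adjusted over the components). They did not differ detectably on PC1, PC3 and PC4 (exact permutation p = 0.143, 0.706 and 0.23). On PC2, *MYC*/*Twist1*-HCC replicate 3 at 16.9 lay within the range of *MYC*-HCC libraries 1, 2, 3 and 5 (-1.97 to 23.2). Of the total variance, 19.1% lay between the groups, where a random split gives 11.1% on average (exact permutation p = 0.0397). The share was 29.2% without *MYC*-HCC library 4, and no other split was as high (exact permutation p = 0.0079). The separation of the groups was not past the threshold, at 17.8% to 20.5% when any 1 of *MYC*-HCC libraries 1, 2, 3 and 5 or *MYC*/*Twist1*-HCC replicates 1, 2 and 5 was left out, nor at 21.4% without replicate 4 (exact permutation p = 0.0556 to 0.103), and with unscaled genes or only the genes of highest variance (exact permutation p = 0.0635 to 0.0794). Divided into 3 by hierarchical clustering, the libraries gave *MYC*-HCC library 4 alone, *MYC*-HCC libraries 1, 2, 3 and 5 with *MYC*/*Twist1*-HCC replicate 4, and *MYC*/*Twist1*-HCC replicates 1, 2, 3 and 5.

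**Figure D1:**
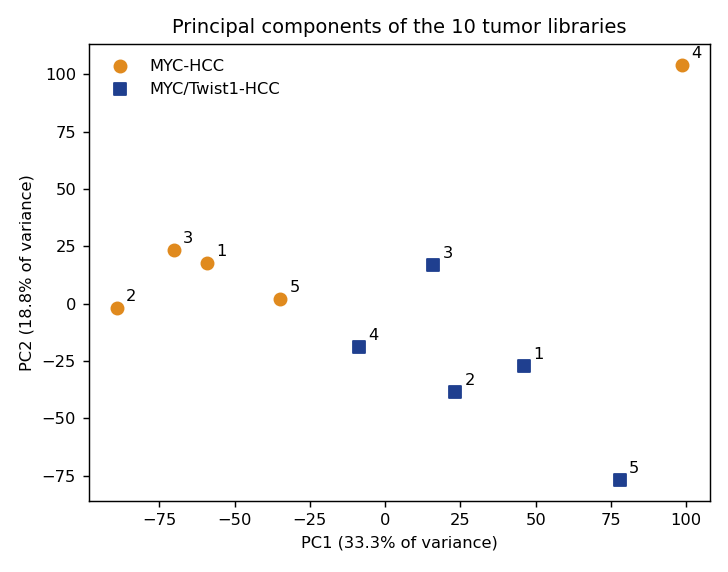
Scores of the 10 libraries on PC1 (33.3% of the variance) and PC2 (18.8%) of log2(FPKM + 0.1), with 1 point per library and the groups by color. *MYC*-HCC library 4 is at 98.7 and 104.2, apart from the other 9 libraries.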

A comparative analysis identified 514 genes (220 up and 294 down) that were differentially expressed between *MYC*-HCC and *MYC*/*Twist1*-HCC (p<0.001, q < 0.05, fold change ≥2) (Figure 2b, Supplementary file 1). 

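Of 12146 genes tested, 3 were higher in *MYC*/*Twist1*-HCC at an adjusted p under 0.05 from limma and 0 were lower. Comp, an extracellular matrix glycoprotein of cartilage and tendon, was at 0.0420 ± 0.0370 (SD, n = 5) FPKM in *MYC*-HCC and 1.54 ± 0.584 (SD, n = 5) FPKM in *MYC*/*Twist1*-HCC. Gm15889, a long non-coding RNA gene, was at 0.276 ± 0.193 (SD, n = 5) and 5.65 ± 0.716 (SD, n = 5) FPKM. Rpl36a-ps2, a processed pseudogene of a ribosomal protein gene, was at 6.10 ± 2.25 (SD, n = 5) and 20.6 ± 1.90 (SD, n = 5) FPKM. Their log2 differences were 3.48 (SE 0.36, adjusted p = 0.00791 from limma), 4.05 (SE 0.30, adjusted p = 4.2e-04) and 1.81 (SE 0.23, adjusted p = 0.0328). Comp lies on chromosome 8 of GRCm38 from 70373558 to 70382066, Gm15889 on chromosome 8 of GRCm38 from 94377872 to 94380317 and Rpl36a-ps2 on chromosome 3 of GRCm38 from 145879020 to 145879340. Gm15889 overlaps the antisense gene Gm15890, and Rpl36a-ps2 may share reads with its parent gene.

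At the thresholds stated in the text, again 3 genes were higher and 0 lower. At an unadjusted p under 0.05, 951 were higher and 1034 lower. Every *MYC*/*Twist1*-HCC library was above every *MYC*-HCC library for 285 genes and below for 203, together 4.02% of the genes, where chance gives 0.794%. Among all splits into 5 and 5, 3 others had more such genes than these 488 (621 to 1220), each with *MYC*-HCC libraries 1, 2, 3 and 5 and 1 *MYC*/*Twist1*-HCC replicate on one side. The genes named in the volcano plot include Ctnnbip1, an inhibitor of beta-catenin binding, with a log2 difference of 1.92 (adjusted p = 0.0775 from limma), and Rbbp7, a histone-binding protein, with 1.17 (adjusted p = 0.0704). Car3, Serpina3k and Ces3a, all genes of differentiated hepatocytes, differed by -3.58, -2.92 and -2.33 (adjusted p = 0.281, 0.256 and 0.404 from limma), and by -2.05, -2.21 and -1.17 without *MYC*-HCC library 4. Serpina3k was at 90.1 FPKM in *MYC*-HCC library 4 and Ces3a at 78.8 FPKM, against 2.01 to 42.7 and 0.19 to 8.72 in the other 4. AC154335.2, Ypel4 and Sult2a8 were below the expression filter, at 0.270 ± 0.152, 0.0780 ± 0.0217 and 4.31 ± 6.84 FPKM in *MYC*-HCC and 12.0 ± 10.9, 1.20 ± 1.10 and 0.230 ± 0.0987 FPKM in *MYC*/*Twist1*-HCC (SD, n = 5 per group).

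The genes listed in Supplementary file 1 were chosen on these samples and are not independent evidence of direction. Of the 107 listed as higher and tested here, 107 had a positive log2 difference (median 1.62), and of the 171 listed as lower, 139 had a negative one (median -0.61). By the ratio of the group means, 282 of all 294 listed as lower were lower (median log2 ratio -1.28, of FPKM + 0.1), and 165 without *MYC*-HCC library 4 (median -0.12). For 204 of all 294 genes listed as lower, the highest FPKM was in *MYC*-HCC library 4. Without it the listed lower genes had a median of -0.32, with 98 of 171 negative, and the listed higher genes 1.49, with 107 of 107 positive.

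Without *MYC*-HCC library 4, 526 genes were higher and 573 lower (175 and 72 at the stated thresholds), and with limma's quality weights for all 10 libraries 1008 and 1469 (241 and 96). Without *MYC*-HCC library 5 the counts were 32 higher and 0 lower, without *MYC*/*Twist1*-HCC replicate 1 or 4 they were 1 and 0. The log2 difference of Rpl36a-ps2 was not past limma's threshold without *MYC*-HCC library 1 or 2 or any 1 *MYC*/*Twist1*-HCC replicate (adjusted p = 0.0692 to 0.147) nor was the log2 difference of Comp without *MYC*/*Twist1*-HCC replicate 1 or 4 (adjusted p = 0.0598 and 0.0615).

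**Figure D2:**
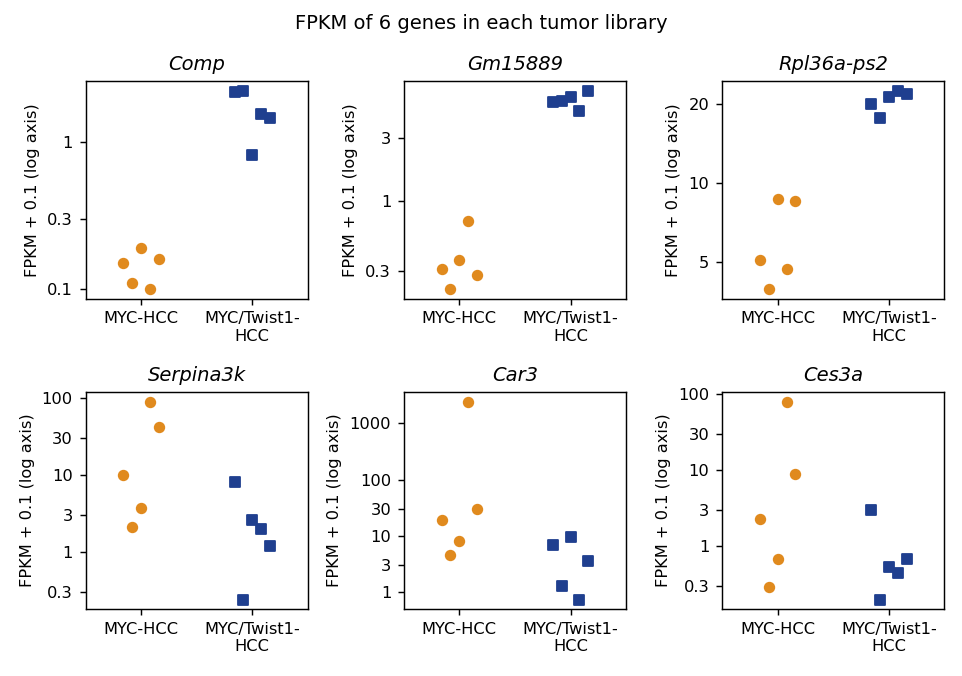
FPKM per library, on log axes, of the genes named in each panel, with 1 point per library. The 5 *MYC*/*Twist1*-HCC libraries sit between 4.66 and 6.63 FPKM for Gm15889, all above the *MYC*-HCC libraries.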

Functional pathway analysis revealed the top biological processes upregulated in *MYC*/*Twist1*-HCC involved inflammatory responses including leukocyte infiltration, myeloid cell and granulocyte recruitment (Figure 2b, Figure 2—figure supplement 1a, Supplementary file 2). 

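S100a8, S100a9 and Camp, genes of granulocytes, had higher mean FPKM in *MYC*/*Twist1*-HCC, with 0 of the 3 past limma's threshold over all genes. S100a8 and S100a9, the subunits of calprotectin in neutrophils, were at 0.738 ± 0.356 (SD, n = 5) and 2.85 ± 1.59 (SD, n = 5) FPKM in *MYC*-HCC and at 24.0 ± 38.6 (SD, n = 5) and 75.1 ± 122 (SD, n = 5) FPKM in *MYC*/*Twist1*-HCC. Camp, the antimicrobial peptide cathelicidin of neutrophil granules, was at 0.126 ± 0.0467 (SD, n = 5) and 14.0 ± 24.3 (SD, n = 5) FPKM. All 5 *MYC*/*Twist1*-HCC libraries were above all 5 *MYC*-HCC libraries for each of these 3 genes. For Camp the expression filter fixed this. It was at most 0.19 FPKM in *MYC*-HCC, so it was tested only because all 5 *MYC*/*Twist1*-HCC libraries had at least 0.5 FPKM. *MYC*/*Twist1*-HCC replicate 1 was the highest, with 92.6 FPKM of S100a8, and the other 4 *MYC*/*Twist1*-HCC libraries had 3.41 to 14.6 FPKM. The log2 differences of S100a8, S100a9 and Camp were 3.77, 3.58 and 4.32 (SE 0.82, 0.86 and 0.94, adjusted p = 0.0980, 0.13 and 0.0980 from limma over all genes). Prtn3, of the granulocyte precursor list, differed by 0.41 (adjusted p = 0.862 from limma). In *MYC*-HCC libraries 1, 2, 3 and 5 it was at 6.71 to 20.1 FPKM. The precursor genes Mpo and Elane were at most 0.1 and 0.11 FPKM there, so Prtn3 did not follow them. Erythroid markers were 2.36 higher as well (adjusted exact permutation p = 0.0488, and 0.31 with camera and an estimated correlation). S100a8 lies on chromosome 3 of GRCm38 from 90668978 to 90670035, and Camp on chromosome 9 of GRCm38 from 109847379 to 109849617.

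The 5 functions of Supplementary file 2 analysed here list molecules that the study chose on these samples, so their direction is not independent evidence. Over the 8 genes tested of the 17 molecules of Recruitment of myeloid cells, the mean log2 level was 2.31 higher in *MYC*/*Twist1*-HCC (exact permutation test, two-sided, adjusted over the 5 functions, p = 0.0397). Adjusted over the list alone, 6 were higher (Camp, Gpc3, Ltf, S100a8, Tgfbr2 and Twist1) and 0 lower. Twist1 is the transgene that defines the groups, and with Twist1 left out, an alternative chosen after the values were seen, the difference was 1.91 over 7 genes and not past the threshold (exact permutation test, p = 0.0397, adjusted p = 0.0661). Over 9 genes of Cell movement of neutrophils and 9 of Chemotaxis of myeloid cells, the differences were 1.79 and 1.81 (exact permutation test, adjusted p = 0.0529 for both). In each, 4 were higher and 0 lower when adjusted over the list alone. Over 17 genes of Cell movement of myeloid cells the difference was 1.19, with 7 higher and 1 lower adjusted over the list alone, and over 38 genes of Inflammation of organ 0.62, with 13 higher, Twist1 among them, and 6 lower (exact permutation test, adjusted p = 0.0794 and 0.27). The latter was 0.50 with Twist1 left out (exact permutation p = 0.357). Over all genes, limma called 0 members of any of the 5 lists. At an unadjusted p under 0.05, 15, 9, 5, 6 and 5 members were higher and 7, 1, 0, 0 and 0 lower, for inflammation, movement of myeloid cells, movement of neutrophils, recruitment and chemotaxis in this order.

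Other granulocyte genes of these lists were below the expression filter. Mpo and Elane, the peroxidase and an elastase of granulocyte precursors, were at 0 to 0.1 and 0 to 0.11 FPKM in *MYC*-HCC. In *MYC*/*Twist1*-HCC replicates 1 to 5, Mpo was at 12.0, 3.53, 0.65, 0.76 and 0.18 FPKM and Elane at 15.2, 3.68, 0.99, 1.43 and 0.14 FPKM. Both were chosen after their values were seen, and Ctsg and Cebpe of the same precursors overlapped between the groups.

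The adjusted exact permutation p-values without *MYC*-HCC library 4 were 0.0556 for inflammation, 0.0397 for recruitment and 0.0132 for the other 3 functions, and 9, 5, 3, 3 and 4 members were higher and 4, 0, 0, 0 and 0 lower over all genes, with S100a8, S100a9 and Camp at adjusted p = 0.0324, 0.0360 and 0.0343 from limma (over the alternatives 0.0130 to 0.242, 0.0114 to 0.275 and 0.0112 to 0.242). The pathway list Recruitment of myeloid cells was not past the threshold without *MYC*-HCC library 1, 2, 3 or 5 (adjusted exact permutation p = 0.0661 to 0.119), with an added 1 in place of 0.1 or with quantile normalization (0.0794 for both).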

CIBERSORT (Newman et al., 2015) identified M2 macrophages to be significantly enriched in *MYC*/*Twist1* tumors, of the 22 immune subsets analyzed (Figure 2c). 

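Markers of macrophages above the expression filter were present in both tumor groups at levels that did not differ detectably. Mrc1 (Cd206), the mannose receptor of M2 macrophages, was at 4.68 ± 1.48 (SD, n = 5) FPKM in *MYC*-HCC and at 6.77 ± 2.87 (SD, n = 5) FPKM in *MYC*/*Twist1*-HCC. Arg1, which M2 macrophages use and which is also the urea cycle arginase of hepatocytes, was at 168 ± 170.2 (SD, n = 5) and 125 ± 56.7 (SD, n = 5) FPKM. Adgre1 (F4/80) was at 3.73 ± 1.07 (SD, n = 5) and 3.60 ± 1.38 (SD, n = 5) FPKM, and Csf1r, the receptor of macrophage colony-stimulating factor, at 5.98 ± 1.88 (SD, n = 5) and 8.85 ± 2.68 (SD, n = 5) FPKM. The log2 difference of Mrc1 was 0.48 (SE 0.30, adjusted p = 0.434 from limma). Those of Arg1, Adgre1, Csf1r and Mertk were -0.03, -0.09, 0.55 and 0.51 (adjusted p = 0.985, 0.905, 0.318 and 0.231 from limma). Mrc1 lies on chromosome 2 of GRCm38 from 14229392 to 14332057.

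Of the 13 M2 markers listed, 3 were expressed above the filter (Mrc1, Arg1 and Msr1), and their mean log2 level was 0.28 higher in *MYC*/*Twist1*-HCC (exact permutation test, two-sided, p = 0.349). The 15 general macrophage markers differed by 0.31 and 5 markers of Kupffer cells by 0.46 (exact permutation p = 0.365 and 0.635). Over genes with a mean of at least 1 FPKM, which adds Chil3 to these 3 markers, the list M2_macrophage was 1.14 higher (adjusted exact permutation p = 0.0488). The rise to 1.14 rests on Chil3 alone, since the other 3 markers are those that differed by 0.28. With no filter, all 13 M2 markers, Chil3 among them, were 0.49 higher (exact permutation test, p = 0.0397, adjusted p = 0.156). Without *MYC*-HCC library 4 the list of 3 markers was 0.47 higher (adjusted exact permutation p = 0.154). The adjusted p of the list macrophage was 0.0413 with camera and a preset correlation and 0.666 with an estimated one. Limma called 0 members of these 3 lists over all genes and 0 adjusted over the list alone. At an unadjusted p under 0.05, 0, 1 and 0 were higher and 0 lower. Of 7 monocyte markers, 3 were above the filter, Plac8, Ifitm6 and Fn1, and they were 1.02 higher (exact permutation test, p = 0.00794, adjusted p = 0.0488). The adjusted p was 0.31 with camera and an estimated correlation. Adjusted over the list alone, 1 of the 3 (Fn1, which hepatocytes also secrete) was higher, and over all genes 0. The log2 differences of Plac8 and Ifitm6 were 0.12 and 1.60.

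In *MYC*-HCC library 4, Arg1 was at 463 FPKM and the monocyte list at a mean log2 level of 1.53, against 50.4 to 138 FPKM and 2.50 to 2.81 in the other 4. Without it Arg1 differed by 0.46, Plac8 by -0.33 and the monocyte list by 0.78 (adjusted exact permutation p = 0.0683, 0.0317 to 0.841 over the alternatives), and the signs of Arg1, Adgre1 and Plac8, all near 0, also changed without some of the other libraries.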

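The balance of M2 and M1 markers per tumor did not differ detectably between the groups. Over the 5 M1 markers above the filter (Ifnar2, Cxcl9, Cxcl10, Cd86 and Irf5), the mean log2 level was 0.39 higher in *MYC*/*Twist1*-HCC (exact permutation test, two-sided, p = 0.31). Ifnar2, an interferon receptor subunit, was at 6.55 ± 2.23 (SD, n = 5) FPKM in *MYC*-HCC and 9.31 ± 1.55 (SD, n = 5) FPKM in *MYC*/*Twist1*-HCC, a log2 difference of 0.54 (SE 0.22, adjusted p = 0.269 from limma). It was the 1 member with an unadjusted p under 0.05, and 0 members passed over all genes or adjusted over the list alone. Nos2, the inducible nitric oxide synthase of M1 macrophages, was below the filter at 0.396 ± 0.284 (SD, n = 5) and 0.330 ± 0.262 (SD, n = 5) FPKM. Ccr2 was at 0.230 ± 0.0762 and 0.366 ± 0.243 FPKM and Cx3cr1 at 0.196 ± 0.101 and 0.278 ± 0.238 FPKM (SD, n = 5 per group), both also below it.

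The M2 mean (Mrc1, Arg1 and Msr1) minus the M1 mean was 1.72 ± 0.82 (SD, n = 5) in *MYC*-HCC and 1.61 ± 0.63 (SD, n = 5) in *MYC*/*Twist1*-HCC. The difference was -0.11 on the log2 scale (SE 0.46, exact permutation test, p = 0.81). Arg1 is also a gene of hepatocytes, so the M2 mean does not read macrophages alone. In *MYC*-HCC library 4, with 463 FPKM of Arg1, the M2 mean was 3.92, against 2.48 to 3.20 in the other 4. These scores are marker levels, not cell fractions, and the CIBERSORT fractions were not analysed here. The difference was 0.19 without *MYC*-HCC library 4 and 0.12 without *MYC*/*Twist1*-HCC replicate 5, and 0.27 with no filter and 0.71 over genes with a mean of at least 1 FPKM (exact permutation p = 0.135 to 0.802). Ifnar2 was higher over all genes without *MYC*-HCC library 4 (adjusted p = 0.0389 from limma, 0.0151 to 0.477 over the alternatives).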

*MYC*/*Twist1*-HCC exhibited a 15-fold shift in the ratio of M2 to M1 macrophages when compared to *MYC* tumors (Figure 2c). No significant differences in other major immune compartments were seen including- B cells, T cells, NK cells, dendritic cells, neutrophils, or mast cells (Figure 2d). 

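Markers of neutrophils were higher in *MYC*/*Twist1*-HCC, while markers of B cells, T cells and dendritic cells did not differ detectably. The neutrophil markers above the filter were 3 of 11, S100a8, S100a9 and Retnlg, and their mean log2 level was 3.72 higher (exact permutation test, two-sided, p = 0.00794, adjusted p = 0.0488, and 0.31 with camera and an estimated correlation). All 3 were higher when adjusted over the list alone, 0 over all genes by limma, and 3 at an unadjusted p under 0.05. Retnlg, a resistin-like protein of granulocytes, was at 0.0900 ± 0.0660 (SD, n = 5) FPKM in *MYC*-HCC and 4.99 ± 7.52 (SD, n = 5) FPKM in *MYC*/*Twist1*-HCC. It was at most 0.16 FPKM in *MYC*-HCC, so it could pass the filter only by being higher in every *MYC*/*Twist1*-HCC library. Over the settings tested by permutation on the log2 scale, the neutrophil difference was 2.08 to 4.23. The markers of granulocyte precursors were 2.83 higher over 4 of 11 genes (exact permutation test, p = 0.00794, adjusted p = 0.0488, and 0.31 with camera and an estimated correlation). Of these, Ngp, Camp and Ltf were higher adjusted over the list alone, and 0 over all genes. Ngp had a log2 difference of 4.62 (SE 1.12, adjusted p = 0.13 from limma) and Ltf of 1.97. The fourth, Prtn3, was at 11.0 ± 7.72 (SD, n = 5) and 9.94 ± 7.06 (SD, n = 5) FPKM (log2 difference 0.41). Erythroid markers were 2.36 higher over 13 genes (exact permutation p = 0.00794, adjusted p = 0.0488, and 0.31 with camera and an estimated correlation). Platelet markers differed by 1.76 over 3 genes, not past the threshold (exact permutation p = 0.0159, adjusted p = 0.0758, and 0.31 with camera and an estimated correlation), with 0 past limma's test over all genes. The neutrophil, erythroid and platelet lists were all highest in *MYC*/*Twist1*-HCC replicate 1.

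Of 10 NK cell markers, 3 were above the filter and 0.81 higher (exact permutation test, p = 0.0317, adjusted p = 0.124). The granule proteases Gzma and Gzmb were higher adjusted over the list alone, with log2 differences of 0.82 and 1.19, and 0 members over all genes. The 4 T cell markers differed by 0.46 and the 4 plasma cell markers by 0.31 (exact permutation p = 0.31 and 0.516), with 0 members past limma's test over all genes, over the list alone or at an unadjusted p under 0.05. For the remaining immune cell types 0 or 1 marker was above the filter. Cd22 of B cells was at 1.05 ± 0.427 (SD, n = 5) and 1.46 ± 1.44 (SD, n = 5) FPKM and Itgax (Cd11c) of dendritic cells at 0.962 ± 0.414 (SD, n = 5) and 0.896 ± 0.172 (SD, n = 5) FPKM. Their log2 differences were 0.08 and -0.02 (adjusted p = 0.955 and 0.984 from limma), with signs that changed when single libraries were left out. The eosinophil list had 1 marker above the filter, with a log2 difference of 0.63, and the 10 mast cell and basophil markers 0.

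The neutrophil and precursor lists without *MYC*-HCC library 4 were 3.90 and 2.62 higher (exact permutation p = 0.00794 and 0.0159, adjusted p = 0.0683 for both), with adjusted p over the alternatives 1.7e-04 to 0.31 and 0.00341 to 0.31, with 3 and 2 members higher over all genes, and Prtn3 differed by -0.63, at 0.25 FPKM in that library and 6.71 to 20.1 in the other 4. With any 1 library left out, the 2 lists differed by 2.95 to 4.12 and 2.17 to 3.27 (unadjusted exact permutation p = 0.00794 to 0.0159 for both). A list passes over the 43 only where at least 7 of them share the smallest p of 0.0079, or more of them a p close to it, so lists pass or miss together. Over all 10 libraries 7 passed, and with 1 library left out 7 (without *MYC*/*Twist1*-HCC replicate 5) or 0. The paper states that MYC and Twist1 cooperate to remodel the tumor immune microenvironment (Figure 2).

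**Figure D3:**
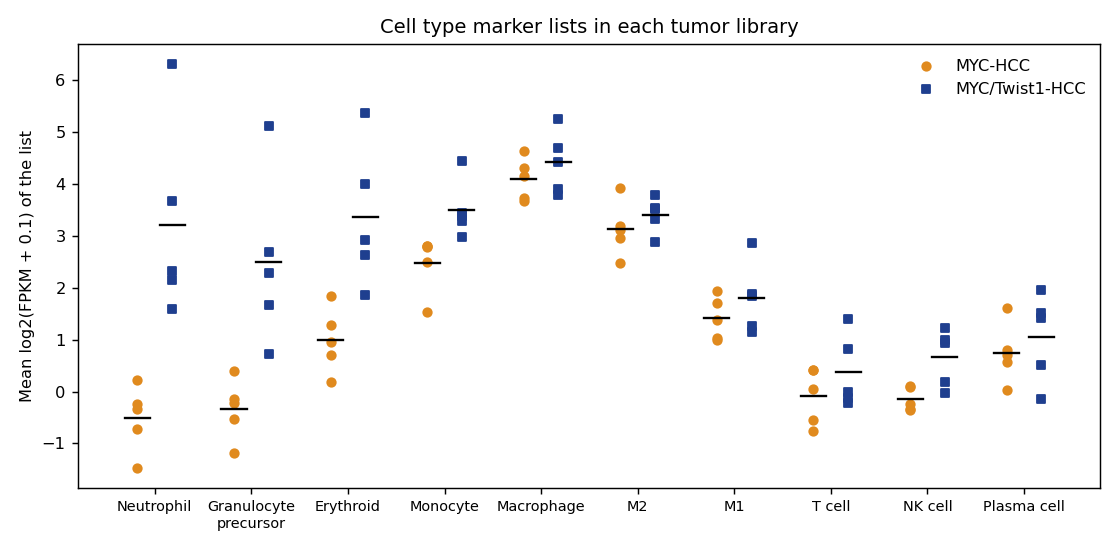
Mean log2(FPKM + 0.1) per library of the cell type markers above the filter, with 1 point per library and a bar at the group mean. The neutrophil list has the largest difference shown, 3.72.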

Increased macrophage infiltration in *MYC*/*Twist1* primary and metastatic tumors (Figure 2e) with no change in neutrophils or CD4 T cells infiltration was confirmed by IHC (Figure 2—figure supplement 1b). TAMs isolated from primary *MYC*/*Twist1*-HCC had increased macrophages of the M2 phenotype (Cd206^High^/Arg1^High^), more specifically a M2a phenotype (Figure 2f). Induction of *MYC* and *Twist1* expression is associated with tumor initiation and rapid onset of macrophage infiltration in early tumors which increases during tumor progression. Conversely, the inactivation of *MYC* and *Twist1* in tumors shows rapid and complete tumor regression in all observed mice (n = 20) within 2 weeks (Figure 2—figure supplement 1c) and also prompt exodus of macrophages (Figure 2g–2h).

**Figure 2.**
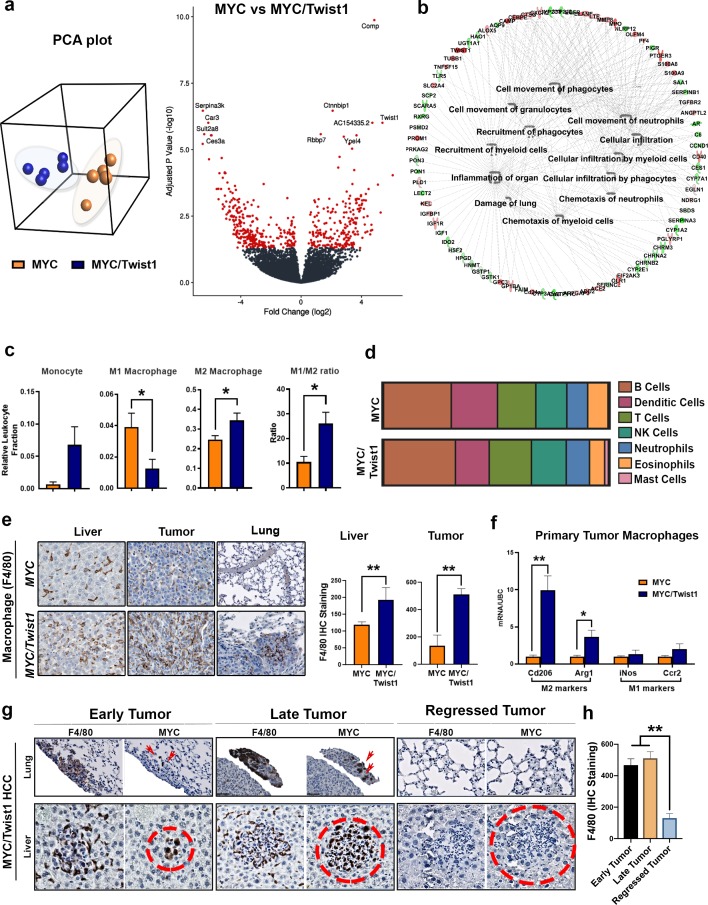
MYC and Twist1 cooperate to remodel the tumor immune microenvironment. (**a**) Principal component analysis (PCA) showed that *MYC*- (n = 5) and *MYC*/*Twist1*-HCC (n = 5) overall had distinct, non-overlapping expression profiles. Volcano plot shows comparative analysis of differentially expressed genes between the *MYC*-HCC and *MYC*/*Twist1*-HCC. (**b**) Ingenuity pathway analysis of differentially expressed genes between *MYC*/*Twist1*- (n = 5) and *MYC*-HCC (n = 5) used to identify top biological processes upregulated in *MYC*/*Twist1*-HCC. (**c**) Comparison of relative percentage of monocyte and macrophage subpopulations, derived using CIBERSORT analysis, between *MYC*- (n = 5) and *MYC*/*Twist1*-HCC (n = 5) (*p<0.05). (**d**) Comparison of relative abundance of major immune subsets between *MYC*- (n = 5) and *MYC*/*Twist1*-HCC (n = 5) (p=ns). (**e**) Representative images from Immunohistochemistry staining for F4/80 in *MYC* and *MYC*/*Twist1* normal liver (n = 4), primary tumor (n = 4) and lung (n = 4) with quantification in bar graph (*p<0.05, **p<0.01). (**f**) Macrophages were isolated from primary tumors and expression level of M2 markers (Cd206, Arg1) and M1 markers (iNos, Ccr2) was compared between *MYC*- and *MYC*/*Twist1*-HCC (*p<0.05). (**g**) Representative images from IHC staining for *MYC* and F4/80 in *MYC*/*Twist1* HCC in temporal sequence from early tumor (n = 5) to later tumor (n = 5) and tumor regression (n = 5) upon oncogene inactivation. (**h**) Quantification of F4/80 staining in early tumor vs late tumor vs regressed *MYC*/*Twist1-*HCC (**p<0.01).

**Figure 2—figure supplement 1.**
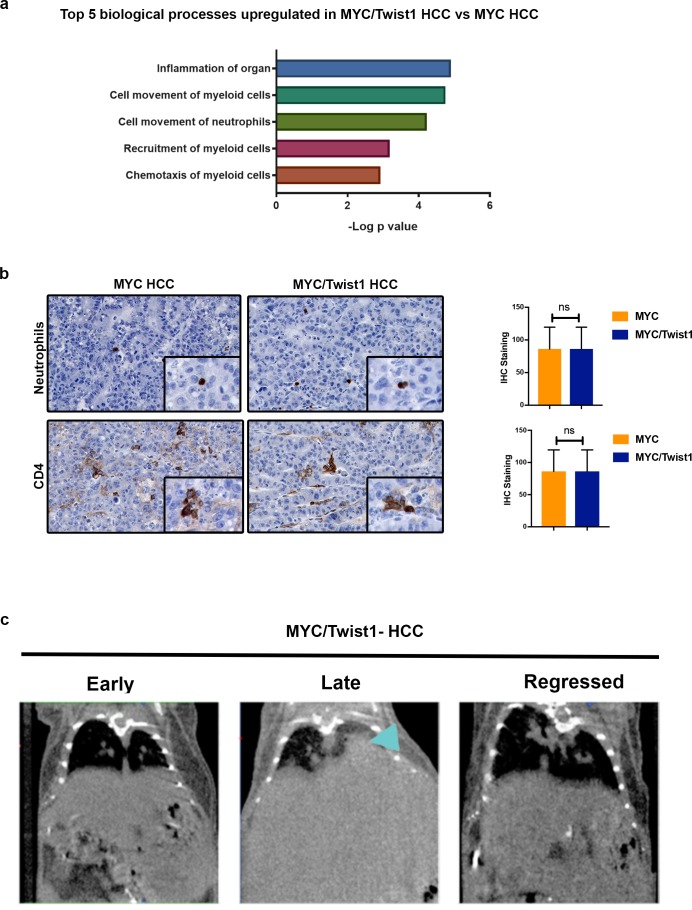
Tumor Microenvironment changes in MYC/Twist1 HCC. (**a**) The top biological processes upregulated in genes differentially expressed in *MYC*/*Twist1*- (n = 5) versus *MYC*-HCC (n = 5) in transgenic mouse primary tumor tissue. (**b**) Representative images from immunohistochemistry staining for neutrophil marker and CD4 in primary liver tumors from *MYC*- and *MYC*/*Twist1*-HCC. Bar graphs show quantification of IHC staining. (**c**) Representative images from CT lungs of early tumor, late tumor and regression tumor demonstrating oncogene addiction. Arrows indicate lung metastasis.

TAMs have been shown to increase the migratory capacity of tumor cells (Lin et al., 2001). Conditioned media from TAMs isolated from *MYC*/*Twist1*-HCC but not *MYC*-HCC increased the invasiveness of both *MYC*- and *MYC*/*Twist1*-HCC tumor cells in vitro (Figure 3a–3c).

**Figure 3.**
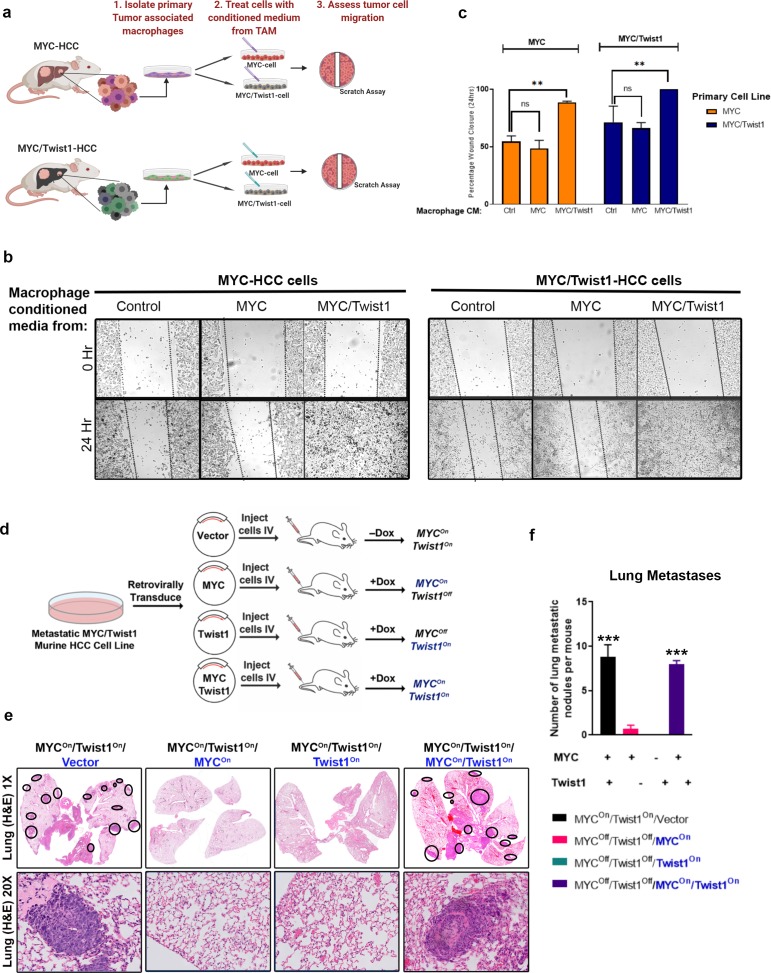
Coordinate expression of both MYC and Twist1 are necessary for inducing metastasis. (**a**) Schematic of the experiment to extract tumor associated macrophages from the primary tumors of *MYC*- (n = 5) and *MYC*/*Twist1*-HCC (n = 5). Conditioned media from macrophages extracted from *MYC*-HCC (n = 3 biological replicates with three technical replicates each) or *MYC*/*Twist1*-HCC tumors (n = 3 biological replicates with three technical replicates each) was used to treat either *MYC*- or *MYC*/*Twist1*-HCC cells. (**b**) Wound healing assay was performed in *MYC*- or *MYC*/*Twist1*-HCC cells which were treated with conditioned media derived from TAMs isolated from primary *MYC-* or *MYC*/*Twist1*-HCC. (**c**) Bar graphs show quantification of percentage wound closure at 24 hr (**p<0.01). (**d**) Schematic showing generation of cell lines which constitutively express *MYC* and/or *Twist1* (blue font) upon transgene inactivation with Dox treatment. (**e**) H and E (1X and 20X) of lungs of mice injected with the four different cell lines as shown in their individual titles. (**f**) Quantification of lung metastatic burden upon intravenous (IV) injection of cell lines expressing either *MYC* or *Twist1* alone or both (***p<0.001).

**Figure 3—figure supplement 1.**
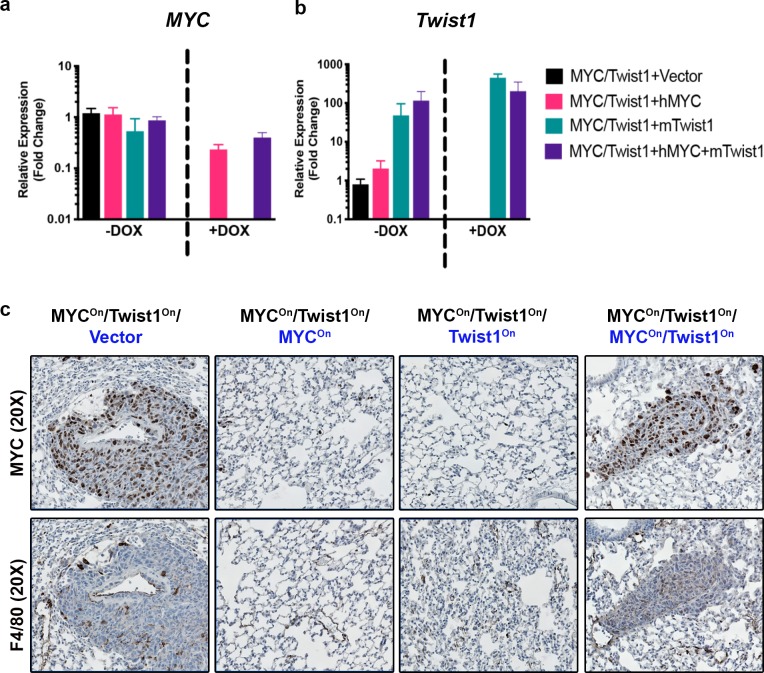
MYC and Twist1 cooperate to induce recruitment of tumor associated macrophages. (**a**) Expression of *MYC* upon Dox treatment of *MYC*/Twist-HCC cells stably transfected with *MYC* or *Twist1* or control vector, quantified by qPCR. (**b**) Expression of *Twist1* upon Dox treatment of *MYC*/Twist-HCC cells stably transfected with *MYC* or *Twist1* or control vector, quantified by qPCR. (**c**) Immunohistochemical staining for *MYC* and macrophages (F4/80) of lungs of mice injected with the respective cell lines as shown in the top panel.

To discriminate the independent roles of *MYC* and *Twist1* in metastasis we developed cell lines where we could modulate the expression of *MYC* and *Twist1* separately. Primary cell lines from *MYC*/*Twist1* HCC were retrovirally transduced with *MYC* and/or *Twist1*, such that upon inactivation of transgene expression with Doxycycline, they now constitutively expressed *MYC* and/or *Twist1* (Figure 3d). We confirmed that treatment of these cell lines with doxycycline resulted in the continued expression of constitutive *MYC* and/or *Twist1* by qPCR (Figure 3—figure supplement 1a-b). We observed that the inactivation of either *MYC* or *Twist1* abrogated the ability of the cells to develop lung metastasis when injected intravenously in NOD scid gamma (NSG) mice, while cells expressing both *MYC* and *Twist1* led to development of extensive lung metastasis with prominent macrophage infiltration (Figure 3e–3f, Figure 3—figure supplement 1c). Thus, *MYC* and *Twist1* cooperate, and are both required to induce metastasis of HCC by a macrophage dependent mechanism.

### Tumor associated macrophages are required for Twist1 to induce metastasis

We determined if TAMs are required for *Twist1* to drive metastasis on *MYC*-HCC in vivo. Primary tumor-derived cell lines which conditionally express *MYC* or *MYC*/*Twist1* (Figure 4—figure supplement 1a) were re-introduced in vivo either by orthotopic transplantation into the liver or intravenous injection. Orthotopic implantation (Figure 4a) of *MYC*/*Twist1*- but not *MYC*-HCC tumor cells in NSG mice led to pulmonary and intrahepatic metastases with extensive macrophage infiltration (Figure 4b–c, Figure 4—figure supplement 1b). Macrophage depletion with clodronate liposomes (Moreno, 2018) but not control liposomes, in mice orthotopically transplanted with *MYC*/*Twist1*-HCC had reduced intrahepatic (p=0.0006, FC 4.4) and lung metastases (p<0.0001, FC 8.8) (Figure 4e–f). Quantification of BLI signal at the end of treatment did not show statistical difference in densitometry between control treated and clodronate treated mice (Figure 4e). Note, clodronate was confirmed to remove macrophages but not affect tumor cells (Figure 4—figure supplement 1c-d). A reduction in the number of macrophages was confirmed by IHC for F4/80 in normal liver, tumor and lungs (p<0.001) (Figure 4—figure supplement 1e-f).

**Figure 4.**
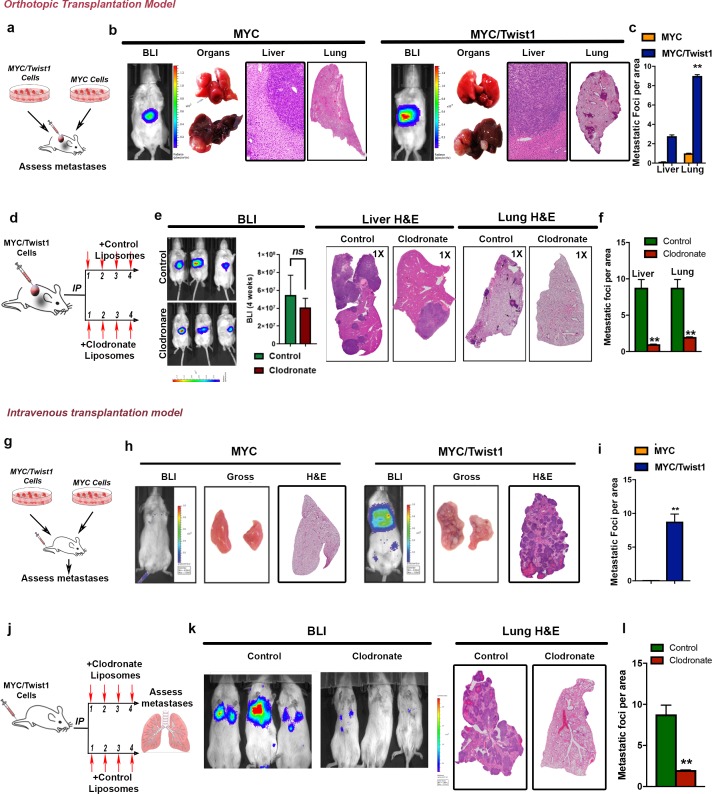
Tumor associated macrophages are required for Twist1 to induce metastasis of MYC-HCC. (**a**) Experimental scheme- *MYC* and *MYC*/*Twist1* cells were implanted orthotopically and metastatic burden in liver and lung assessed after 4 weeks. (**b**) Representative BLI imaging, gross organ appearance, histopathology of liver (10X) and lungs (1X) from mice orthotopically implanted with *MYC* (n = 5) and *MYC*/*Twist1* cells (n = 5). (**c**) Comparative quantification of liver and lung metastatic burden between *MYC* (n = 5) and *MYC*/*Twist1* orthotopic HCC (n = 5). (**p<0.01). (**d**) Experimental model of orthotopic *MYC*/*Twist1*-HCC treatment either with control liposomes or clodronate liposomes for 4 weeks for macrophage depletion. (**e**) Representative BLI imaging, BLI quantification, gross organ appearance, histopathology of liver and lungs from *MYC*/*Twist1* orthotopic HCC bearing mice treated with either control liposomes (n = 5) or clodronate liposomes (n = 4). (**f**) Comparative quantification of liver and lung metastatic burden between *MYC*/*Twist1* orthotopic HCC bearing mice treated with either control liposomes (n = 5) or clodronate liposomes (n = 4) (**p<0.01). (**g**) Experimental scheme- *MYC* and *MYC*/*Twist1* cells were injected intravenously and metastatic burden in lung assessed after 4 weeks. (**h**) Representative BLI imaging, gross organ appearance, histopathology of lungs from mice intravenously injected with *MYC* (n = 5) and *MYC*/*Twist1* cells (n = 4). (**i**) Comparative quantification of lung metastatic burden between *MYC* (n = 5) and *MYC*/*Twist1* intravenously injected HCC (n = 4). (**p<0.01). (**j**) Experimental model of intravenous *MYC*/*Twist1*-HCC treatment either with control or clodronate liposomes for 3 weeks for macrophage depletion. (**k**) Representative BLI imaging, and lung histopathology from *MYC*/*Twist1* intravenous HCC injected mice treated with either control liposomes (n = 4) or clodronate liposomes (n = 5). (**l**) Comparative quantification of liver and lung metastatic burden between *MYC*/*Twist1* intravenously injected HCC bearing mice treated with either control liposomes (n = 4) or clodronate liposomes (n = 5) (**p<0.01).

**Figure 4—figure supplement 1.**
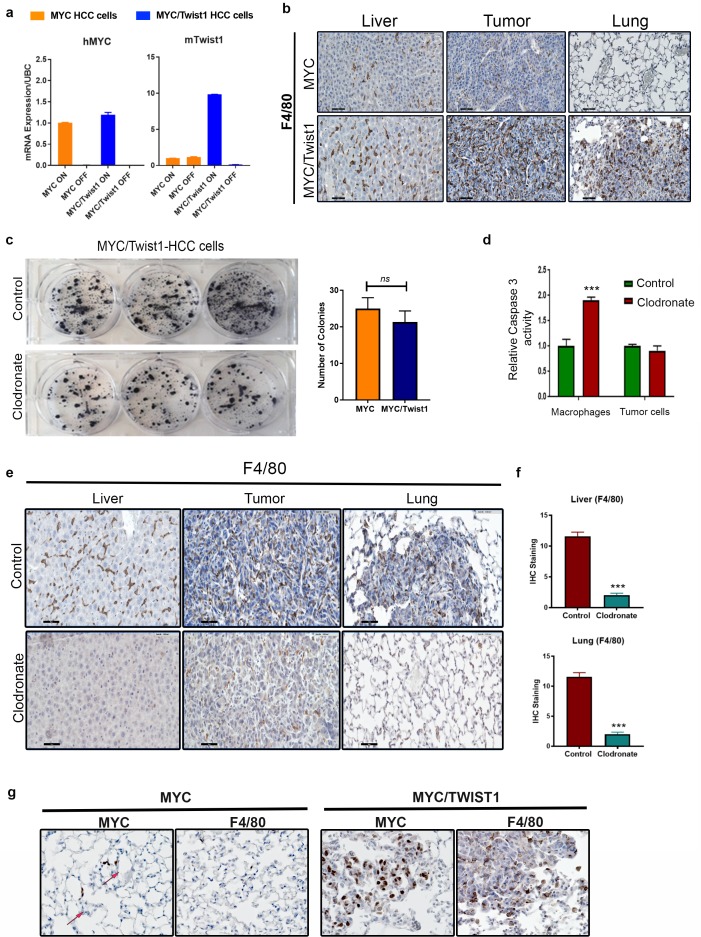
Effect of Macrophage depletion on MYC/Twist1 HCC metastasis. (**a**) Conditional mRNA expression of *MYC* and *Twist1* in primary cell lines derived from *MYC*-HCC(n = 5, with three technical replicates each) and *MYC*/*Twist1*-HCC (n = 5, with three technical replicates each) *via* qPCR. (**b**) F4/80 immunostaining in orthotopic tumors from *MYC*-HCC (n = 5, with three technical replicates each) and *MYC*/*Twist1*-HCC (n = 5, with three technical replicates each) in normal liver, liver tumor and lungs. (**c**) *MYC*/*Twist1*-HCC cells treated with control liposomes (n = 5) or clodronate liposomes (n = 5) in vitro and number of colonies quantified. (**d**) Cleaved caspase three activity in macrophages and tumor cells treated with control ((n = 5, with three technical replicates each) or clodronate liposomes (n = 5, with three technical replicates each). (**e**) Representative images from F4/80 immunostaining in orthotopic tumors from *MYC*-HCC and *MYC*/*Twist1*-HCC in normal liver, liver tumor and lungs after treatment with control liposomes or clodronate liposomes. (**f**) Quantification of IHC staining of F4/80 immunostaining in orthotopic tumors from *MYC*-HCC and *MYC*/*Twist1*-HCC in normal liver, liver tumor and lungs after treatment with control liposomes or clodronate liposomes. (**g**) Representative images from *MYC* and F4/80 immunostaining of lung tissue after intravenous implantation of *MYC*-HCC and *MYC*/*Twist1* HCC.

To evaluate if macrophages are required for the colonization step of metastasis, we used the lung trap assay. Intravenous injection of *MYC*/*Twist1*-HCC but not *MYC*-HCC cells resulted in pulmonary metastases associated with macrophage infiltration (Figure 4g–i, Figure 4—figure supplement 1g). Clodronate depletion of macrophages, almost completely abrogated pulmonary metastasis (p=0.0003, FC 4.3) (Figure 4j–4l). Therefore, *Twist1* elicits metastasis of *MYC*-HCC and promotes the invasiveness and colonization of metastases by a macrophage-dependent mechanism.

### MYC and Twist1 reprogram the crosstalk between cancer cells and macrophages

To evaluate if cytokines secreted by cancer cells mediate *MYC* and *Twist1* driven macrophage recruitment and polarization, we evaluated the impact of tumor cell derived conditioned media on non-polarized macrophage cell lines. Conditioned media derived from *MYC*/*Twist1*- but not *MYC*-HCC cells (Figure 5a) was sufficient to promote the migration of macrophages towards cancer cells (Figure 5b). Conditioned media from *MYC*/*Twist1*- but not *MYC*-HCC cells was able to elicit changes in the morphology of macrophages to resemble M2 phenotype (McWhorter et al., 2013) (Figure 5c) and increased expression of M2 markers: *Cd206, Arg1* and *Cc3cr1* (Figure 5c), but not M1 markers: iNos, Ccr2, Ifnar2 (Figure 5—figure supplement 1a). A multiplex ELISA for 38 cytokines was performed (Figure 5d) identifying that *MYC*/*Twist1*-HCC cells had increased secretion of cytokines: Il13, Ccl2, Ccl5, Ccl7 and Cxcl1 (p<0.05; Fold change ≥2, mean ≥20 ng/ml) (Figure 5e, Figure 5—figure supplement 1b). These five cytokines were confirmed to be transcriptionally upregulated in *MYC*/*Twist1*- vs. to *MYC* cells by qPCR (Figure 5e).

**Figure 5.**
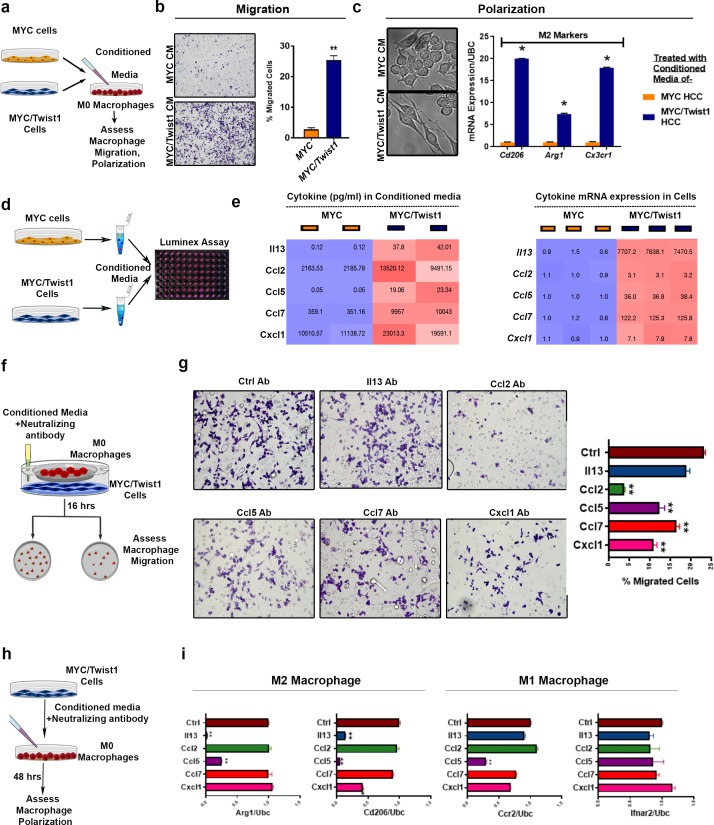
MYC and Twist1 reprogram the cytokinome to induce macrophage recruitment and polarization. (**a**) Experimental scheme- conditioned media (CM) from *MYC* or *MYC*/*Twist1* cells was used to treat non polarized macrophages for 48 hr. Following that, macrophage migration or polarization was assessed. (**b**) Transwell macrophage migration across a membrane insert when treated with CM from *MYC*-cells (n = 3 biological replicates, with three technical replicates each) or *MYC*/*Twist1*-cells (n = 3 biological replicates, with three technical replicates each). Bar graph shows quantification of migrated cells. (**c**) Morphologic appearance of macrophages treated with CM from *MYC* or *MYC*/*Twist1 *cells. Expression of M2 markers (CDd06, Arg1, Cx3cr1) in macrophages treated with CM from *MYC *(n = 3 biological replicates, with three technical replicates each) or *MYC*/*Twist1 *cells (n = 3 biological replicates, with three technical replicates each). (*p=0.05). (**d**) Experimental scheme- the CM from *MYC* or *MYC*/*Twist1*cells were analyzed using Luminex-plate based multiplex ELISA assay. (**e**) Heatmap showing expression levels of top five differentially secreted cytokines in CM of *MYC *(n = 3 biological replicates, with three technical replicates each) or *MYC*/*Twist1 *cells(n = 3 biological replicates, with three technical replicates each) by ELISA. Second heatmap showing mRNA expression levels of top five cytokines between *MYC * or *MYC*/*Twist1 *cells by qPCR. (**f**) Experimental scheme- Co-culture of *MYC*/*Twist1 *cells and macrophages separated by a chamber to evaluate chemotaxis of macrophages towards the cancer cells was performed. Neutralizing antibodies to individual cytokines or control antibody were added to the CM of *MYC*/*Twist1 *cells. (**g**) Transwell chamber migration assay of macrophages in the upper chamber toward the *MYC*/*Twist1* cells in the lower chamber. *MYC*/Twist cells CM was treated with control antibody or neutralizing antibody to Il13, Ccl2, Ccl5, Ccl7 or Cxcl1 respectively. (n = 3 biological replicates, with three technical replicates each)(**p<0.01). (**h**) Experimental scheme- CM of *MYC*/*Twist1* cells treated with control antibody or neutralizing antibody to Il13, Ccl2, Ccl5, Ccl7 or Cxcl1 respectively was added to non-polarized macrophages for 48 hr. (**i**) Macrophage polarization was assessed by qPCR for M2 markers (ARG1, CD2016) and M1 markers (Ifnar2, Ccr2)(n = 3 biological replicates, with three technical replicates each) (***p<0.001).

**Figure 5—figure supplement 1.**
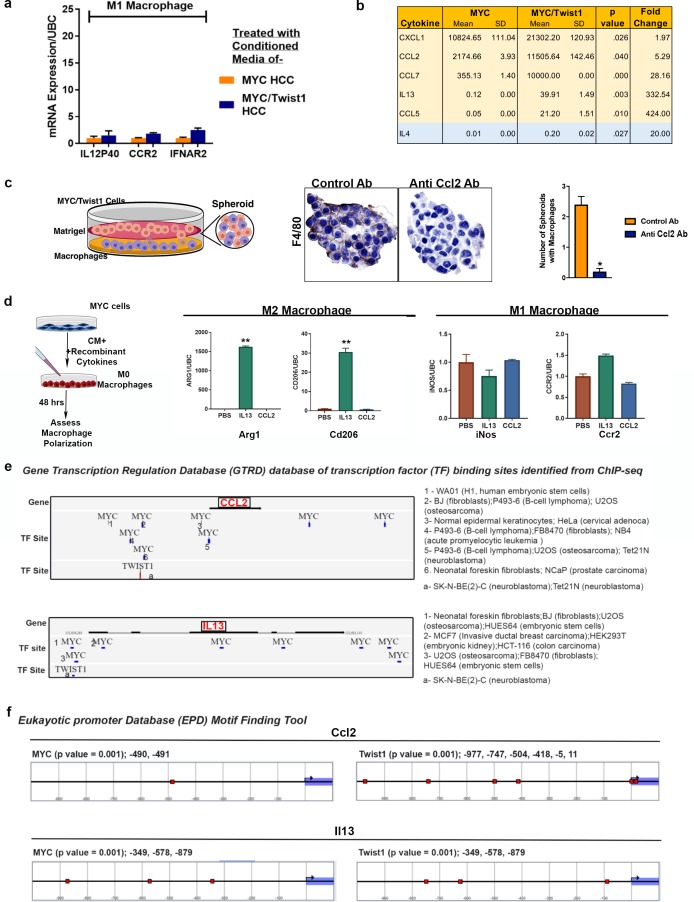
Mechanisms of MYC and Twist1 cooperation. (**a**) Expression of M1 marker genes in macrophages treated with conditioned media from *MYC*-HCC (n = 3, with three technical replicates each) or *MYC*/*Twist1*-HCC (n = 3, with three technical replicates each). (**b**) Levels of top five cytokines differentially expressed in the conditioned media (pg/ml) of *MYC*- (n = 3, with three technical replicates each) and *MYC*/Twist-HCC (n = 3, with three technical replicates each) and Il4 which is not significantly different and is used as a negative control. (**c**) Representative images from spheroid co-culture assay of *MYC*/*Twist1*-cells and macrophages after treatment with either anti-Ccl2 antibody or control antibody. F4/80 staining was performed to quantify number of spheroids with macrophage infiltration (*p<0.05). (**d**) Experimental scheme- Conditioned medium of *MYC*-HCC cells treated with PBS or recombinant Il13 or Ccl2 respectively was added to non-polarized macrophages for 48 hr. Macrophage polarization was assessed by qPCR for M2 markers (Arg1, Cd206) and M1 markers (Ifnar2, Ccr2) (**p<0.01). (**e**) *MYC* and *TWIST1* binding sites identified in the promoter regions of CCL2 and IL13 in the Gene transcription regulation database (GTRD) from ChIPseq analysis of the specific cancer cell lines shown on the right side. (**f**) Motif finding analysis of eukaryotic promoter database (EPD) identifies multiple *MYC* and *Twist1* binding sites (red boxes) in the promoter region of mouse Ccl2 and Il13 genes.

The role of individual cytokines in macrophage recruitment was assessed. Antibodies that neutralize Ccl2, Ccl5, Ccl7 or Cxcl1 inhibited the ability of conditioned media from *MYC*/*Twist1*-HCC to promote migration of macrophages (Figure 5f–h). Neutralization of Ccl2 decreased migration 7-fold (p<0.0001), Ccl5 1.2-fold (p=0.001), Ccl7 1.8-fold (p=0.001) and Cxcl1 2.1-fold (p=0.0002). Neutralizing Il13 (p=*ns*, FC 1.2) did not affect macrophage migration. Also, we found that the neutralization of Ccl2 inhibited the recruitment of macrophages into *MYC*/*Twist1*-spheroids by 3D culture (Figure 5—figure supplement 1c).

Next, the role of cytokines on macrophage polarization was determined (Figure 5h). We found that neutralization of Il13 blocked M2 polarization by 50-fold reduction in Cd206 expression (p<0.0001) and 7-fold decrease in Arg1 (p<0.0001) without any change in M1 markers. Neutralization of Ccl5 led to a 4-fold reduction in Cd206 (p<0.001) and 1.1-fold decrease in Arg1 (p<0.05) and Cxcl1 led to 2.4-fold decrease in Cd206 (p<0.001) without significant change in Arg1 (p=ns) (Figure 5i). Conversely, adding the cytokines Il13, but not Ccl2, to co-cultured *MYC*-HCC cells increased M2 markers expression (Figure 5—figure supplement 1d).

*MYC* and *TWIST1* are both transcription factors, so we evaluated if they epigenetically regulated CCL2 and IL13 expression. We identified *MYC* and *TWIST1* promoter binding upstream of human CCL2 and IL13 protein-coding genes in Gene Transcription Regulation Database (GTRD), a meta-analysis of Chip-seq experiments (Dreos et al. 2017; Yevshin et al., 2019) (Figure 5—figure supplement 1e). Both *MYC* and *Twist1* demonstrated binding at multiple sites in the promoter regions of *CCL2* and *IL13* in the ChIP-seq data from several different cancer cell lines (Figure 5—figure supplement 1e). We also looked for *MYC* and *Twist1* promoter binding sites in mouse *Ccl2* and *Il13* promoters using motif finding analysis of the public data from JASPAR (Bryne et al., 2008) and Eukaryotic promoter database (EPD) (Dreos et al. 2017). Again, we found multiple potential *MYC* and *Twist1* transcription factor binding sites for both *Ccl2* and *Il13* (Figure 5—figure supplement 1f). These data suggest that *MYC* and *Twist1* cooperate to transcriptionally regulate expression of *Ccl2* and *Il13* in the cancer cells.

### Ccl2 and Il13 are sufficient and required for metastasis of HCC

We examined if Ccl2 and/or Il13 are sufficient to elicit metastasis in vivo. Orthotopic transplants of non-metastatic *MYC*-HCC in NSG mice were treated with either PBS (control), or with recombinant Ccl2 alone or Il13 alone or their combination for 4 weeks (Figure 6a). Control mice did not develop metastatic nodules even though scattered, single cells were found in the lungs (Figure 6b). No mice treated with Ccl2 alone (p=0.390, FC = 3) or Il13 alone (p=0.99, FC = 1) exhibited intrahepatic or pulmonary metastases (Figure 6c, e and g). All orthotopic *MYC*-HCC mice treated with the combination of Ccl2 and Il13 developed intrahepatic metastases (p=0.008, FC 2.5) and multifocal pulmonary metastases (p=0.02, FC = 104.4) (Figure 6c, e and g). Hence, both Ccl2 and Il13 are sufficient to elicit *MYC*-HCC to metastasize, even if *Twist1* is not expressed in the tumor cells.

**Figure 6.**
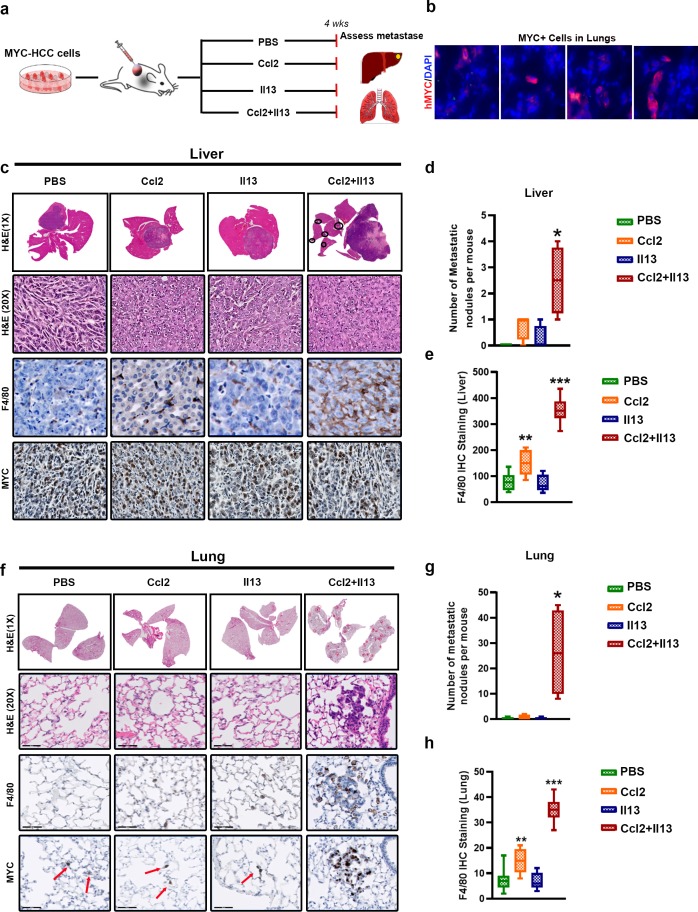
MYC and TWIST1 require both Ccl2 and Il13 to promote metastasis. (**a**) Experimental scheme- Mice orthotopically transplanted with *MYC*-HCC cells were treated either with PBS or Il13 or Ccl2 or Ccl2+Il13 recombinant cytokines for 4 weeks. (**b**) *MYC* expressing single cells scattered in the lungs of mice orthotopically bearing *MYC*-HCC. (**c**) Histopathology of liver (1X and 20X) of *MYC*-HCC bearing mice treated with PBS (n = 4) or Ccl2 (n = 4) or Il13 (n = 4) or Ccl2+Il13 (n = 4) and IHC for F4/80 and *MYC* expression in each group. (**d**) Quantification of number of metastatic nodules in the liver control treated or recombinant cytokine treated *MYC*-HCC bearing mice. (*p<0.05). (**e**) Quantification of macrophage infiltration in liver by IHC staining for F4/80 of *MYC*-HCC bearing mice liver treated with PBS (n = 4) or Ccl2 (n = 4) or Il13 (n = 4) or Ccl2+Il13 (n = 4). (**f**) Representative images from histopathology of lung (1X and 20X) of *MYC*-HCC bearing mice treated with PBS or Ccl2 or Il13 or Ccl2+Il13 and IHC for F4/80 and *MYC* expression in each group. (**g**) Quantification of number of metastatic nodules in the lung of control treated or recombinant cytokine treated *MYC*-HCC bearing mice. (**p<0.01). (**h**) Quantification of macrophage infiltration in lung by IHC staining for F4/80 of *MYC*-HCC bearing mice liver treated with PBS (n = 4) or Ccl2 (n = 4) or Il13 (n = 4) or Ccl2+Il13 (n = 4).

**Figure 6—figure supplement 1.**
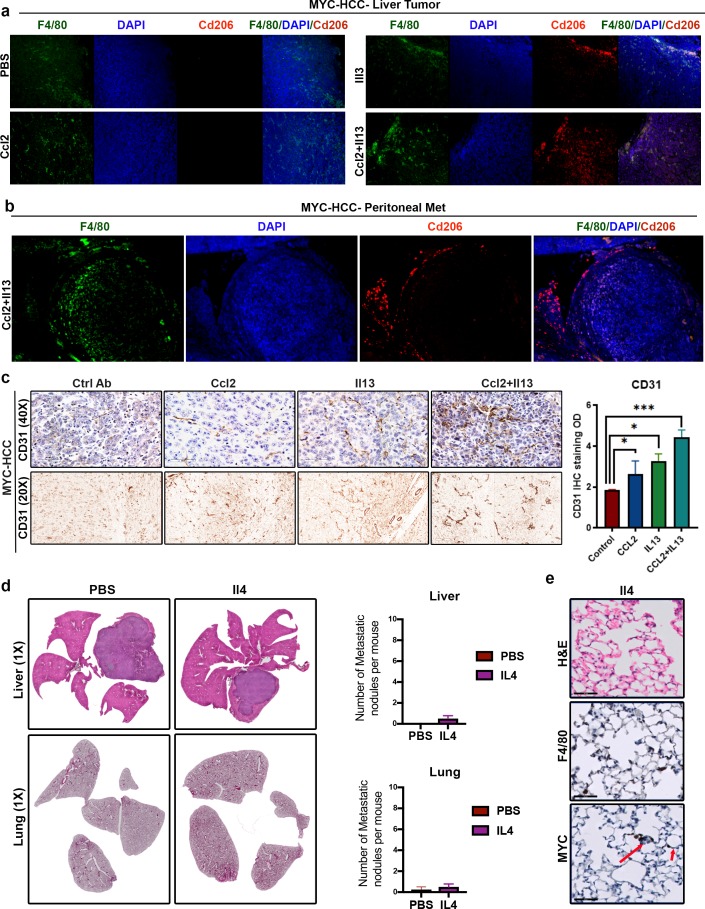
MYC and Twist1 induce macrophage polarization and angiogenesis via Il13. (**a**) Representative images from immunofluorescence staining for Cd206 in liver primary tumor reveals polarization to M2-like phenotype in *MYC*-HCC bearing mice treated with Il13 and Ccl2+Il13 but not in PBS treated or mice treated with Ccl2 alone. (**b**) Representative images from immunofluorescence staining for Cd206 in peritoneal metastatic lesion reveals polarization to M2-like phenotype in *MYC*-HCC bearing mice treated with Il13 and Ccl2+Il13 but not in PBS treated or mice treated with Ccl2 alone. (**c**) Representative images from immunohistochemical staining for CD31 in liver demonstrates reveals higher degree of angiogenesis in *MYC*-HCC bearing mice treated with Ccl2+Il13 than PBS treated or mice treated with Ccl2 or Il13 alone. Bar graph reveals quantification of IHC staining. Bottom panel shows the deconvoluted DAB staining to point out specific areas of IHC staining. (**d**) Histopathology of liver and lungs of mice orthotopically transplanted with *MYC*-HCC cells treated either with PBS (n = 4) or Il4 recombinant cytokine (n = 4). (**e**) Quantification of number of metastatic nodules in the liver and lungs of control treated or recombinant Il4 treated *MYC*-HCC bearing mice. (**f**) Representative images from *MYC* and F4/80 staining of lung tissue from mice orthotopically transplanted with *MYC*-HCC cells treated with recombinant Il4 (n = 4).

We evaluated if treatment with cytokines altered tumor macrophage infiltration. The combined treatment with Ccl2 and Il13 increased macrophage infiltration at both the orthotopic primary tumor in the liver and pulmonary metastases (p<0.0001) (Figure 6e and h), with enrichment of M2-like Cd206+ TAMs (Figure 6—figure supplement 1a-b). Treatment with Ccl2 alone increased macrophage recruitment 1.8-fold (p=0.001) but did not induce metastasis (Figure 6c, d, f and g). On the other hand, treatment with Il13 alone did not increase either macrophage infiltration or induce metastasis (Figure 6e and h). Also, in vivo treatment of *MYC*-HCC with combination of Ccl2 and Il13 stimulated angiogenesis. The most significant increase in angiogenesis, as assessed by Cd31 IHC staining, was noted in *MYC*-HCC tumors in mice treated with Ccl2 and Il13 (Figure 6—figure supplement 1c). As a negative control, treatment with recombinant Il4, a cytokine which was not increased in *MYC*/*Twist1*-HCC was performed. Il4 did not elicit either macrophage recruitment or increase metastasis (Figure 6—figure supplement 1d-e). Thus, combination of Ccl2 and Il13 induces metastasis of *MYC*-HCC associated with macrophage recruitment and polarization.

### Combined inhibition of Ccl2 and Il13 synergistically inhibits metastasis in vivo

We examined if neutralizing antibodies to Ccl2 and/or Il13 influenced metastasis in vivo. Mice with orthotopic transplants of metastatic *MYC*/*Twist1*-HCC were treated either with control antibody, or anti-Ccl2 antibody alone or anti-Il13 antibody alone or their combination for 4 weeks (Figure 7a). We first confirmed that there was no statistical difference in orthotopic primary liver tumor burden between the four groups by quantifying primary tumor volume. Quantification of BLI imaging showed a trend towards decrease but no statistical difference in liver tumor burden between the four groups (Figure 7b–c). Control antibody treated mice, as expected, developed multifocal intrahepatic and pulmonary metastases with extensive macrophage infiltration (Figure 7c–e). Inhibition of Ccl2 alone led to 7-fold decrease (p=0.002) and Il13 alone to a 2.5-fold decrease (p=0.03) in lung metastasis (Figure 7c and e). Further, treatment with combination of anti-Ccl2 and anti-Il13 antibodies showed synergism, and led to a 12-fold decrease in liver metastases (p=0.0006, Figure 7c and d) and 14-fold decrease in lung metastases (p=0.0009) (Figure 7c and e).

**Figure 7.**
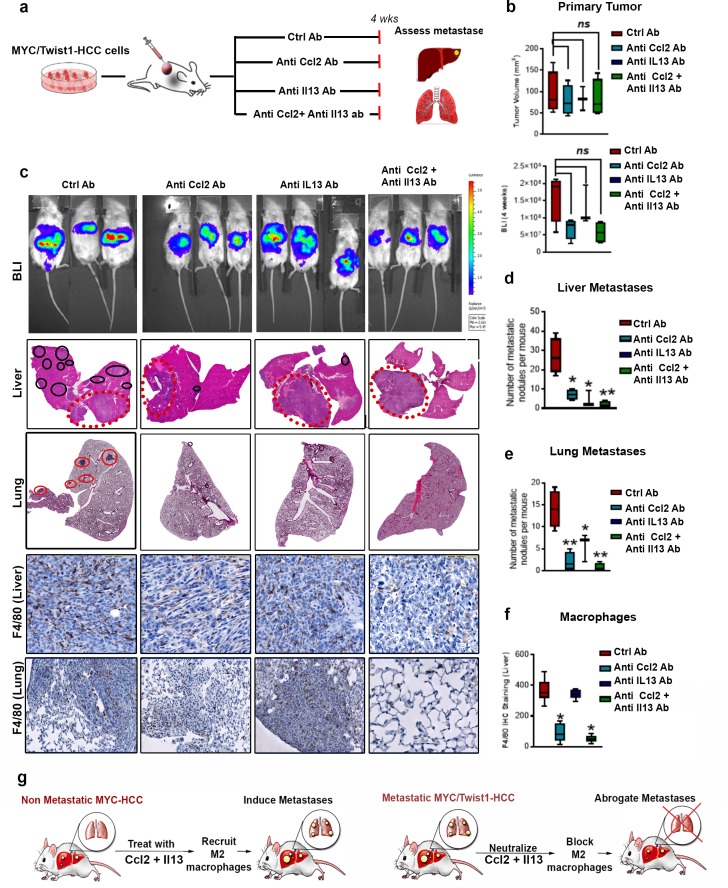
Combined inhibition of Ccl2 and Il13 has a synergistic effect on prevention of HCC metastasis. (**a**) Experimental scheme- Mice orthotopically transplanted with *MYC*/*Twist1*-HCC cells were treated either with control (ctrl) antibody or anti-Ccl2 antibody (ab) or anti-Il13 ab or anti-Ccl2+Il13 abs for 4 weeks. (**b**) Quantification of tumor volume of primary tumor and bioluminescence signal at 4 weeks in mice treated with ctrl ab (n = 4), anti-Ccl2 ab (n = 4) or anti-Il13 ab (n = 3) or anti-Ccl2+Il13 abs (n = 4). (**c**) BLI images, histopathology of liver (1X) and lungs (1X) of *MYC*/*Twist1*-HCC bearing mice treated with ctrl ab (n = 4) or anti-Ccl2 ab (n = 4) or anti-Il13 ab (n = 3) or anti-Ccl2+Il13 abs (n = 4) and IHC for F4/80 (20X) expression in the liver tumors and lungs in each group. The red dotted circles represent primary orthotopic tumor and the black circles show the metastatic nodules. (**d**) Quantification of number of metastatic nodules in the liver in *MYC*/*Twist1*-HCC bearing mice treated with ctrl ab or anti-Ccl2 ab or anti-Il13 ab or anti-Ccl2+Il13 abs. (**p<0.01). (**e**) Quantification of number of metastatic nodules in the liver in *MYC*/*Twist1*-HCC bearing mice treated with ctrl ab or anti-Ccl2 ab or anti-Il13 ab or anti-Ccl2+Il13 abs. (**p<0.01). (**f**) Quantification of macrophage infiltration in liver by IHC staining for F4/80 of *MYC*/*Twist1*-HCC bearing mice treated with ctrl ab (n = 4) or anti-Ccl2 ab (n = 4) or anti-Il13 ab (n = 3) or anti-Ccl2+Il13 abs (n = 4). (**p<0.01). (**g**) Schematic representation of how combined treatment of non-metastatic *MYC*-HCC can now induce metastases and synergistic inhibition of Ccl2 and Il13 can inhibit metastasis of *MYC*/*Twist1*-HCC.

**Figure 7—figure supplement 1.**
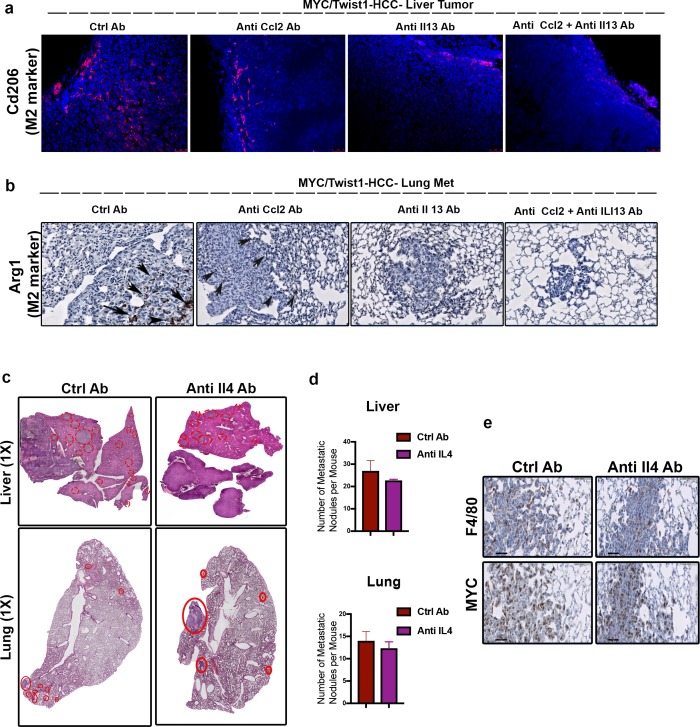
Combined inhibition of Ccl2 and Il13 inhibits macrophage polarization. (**a**) Representative images from Cd206 staining of liver primary tumor sections (10X) of orthotopic transplanted *MYC*/*Twist1*-HCC bearing mice treated with control (ctrl) ab or anti-Ccl2 ab or anti-Il13 ab or anti-Ccl2+Il13 abs. Shows CD206+ M2-like polarization in mice treated with ctrl antibody and anti Ccl2 antibody but not anti-Il13 antibody or anti-Ccl2+Il13 antibodies. (**b**) Representative images from Arg1 staining of lung sections (10X) of orthotopic transplanted *MYC*/*Twist1*-HCC bearing mice treated with control (ctrl) ab or anti-Ccl2 ab or anti-Il13 ab or anti-Ccl2+Il13 abs. Shows M2 like polarization in mice treated with ctrl antibody and anti-Ccl2 antibody but not anti-Il13 antibody or anti-Ccl2+Il13 antibodies. (**c**) Representative images from histopathology of liver and lungs of mice orthotopically transplanted with *MYC*/*Twist1*-HCC cells treated either with ctrl ab (n = 4) or anti-Il4 ab (n = 4). (**d**) Quantification of number of metastatic nodules in the liver and lung of *MYC*/*Twist1*-HCC bearing mice treated either with ctrl ab (n = 4) or anti-Il4 ab (n = 4). (**e**) *MYC* and F4/80 staining of lung tissue from *MYC*/*Twist1*-HCC bearing mice treated either with ctrl ab (n = 4) or anti-Il4 ab (n = 4).

The combined inhibition of Ccl2 and Il13 was noted to lead to dramatic reduction in macrophage recruitment (p<0.0001, FC 7.1)(Figure 7c and f) and polarization to M2-like phenotype (Figure 7—figure supplement 1a). The inhibition of Ccl2 alone (p<0.001, FC 4.0), but not Il13 (p=0.435), decreased macrophage recruitment (Figure 7c and f). While inhibition of Il13, either alone or in combination with Ccl2, led to loss of M2-like Cd206+ or Arg1+ macrophages in primary or metastatic sites (Figure 7—figure supplement 1a–b). Thus, inhibition of Ccl2 and Il13 decrease macrophage recruitment and polarization respectively. As a control, mice bearing *MYC*/*Twist1*-HCC were treated with anti-Il4 antibody, which we show had no effect on metastasis or macrophage recruitment (Figure 7—figure supplement 1 c–e). Therefore, combined inhibition of Ccl2 and Il13 synergistically reduced macrophage recruitment and polarization thus blocking metastases (Figure 7g).

### MYC and TWIST1 predict poor prognosis, TAM infiltration and pro-TAM cytokines in 33 human cancers

We examined if *MYC* and *TWIST1* cooperated in human tumorigenesis by examining 9502 human patients with 33 different cancers from a TCGA study (Tang et al., 2017) and 144 HCC patients with metastatic HCC (Ye et al., 2003). Increased *MYC* and *TWIST1* expression was associated with significantly worse disease-free survival (DFS) (p=4.3×10^−10^) in the pan-cancer cohort (Figure 8a). Combined overexpression of *MYC*, *TWIST1*, CCL2 and IL13 predicted a slightly worse disease-free survival than *MYC+TWIST1* overexpression alone (p=2.9×10^−12^) (Figure 8a). In another cohort of 144 patients with metastatic HCC, combined overexpression of *MYC* and *TWIST1* was associated with significantly worse prognosis than either *MYC* or *TWIST1* alone (Figure 8b).

**Figure 8.**
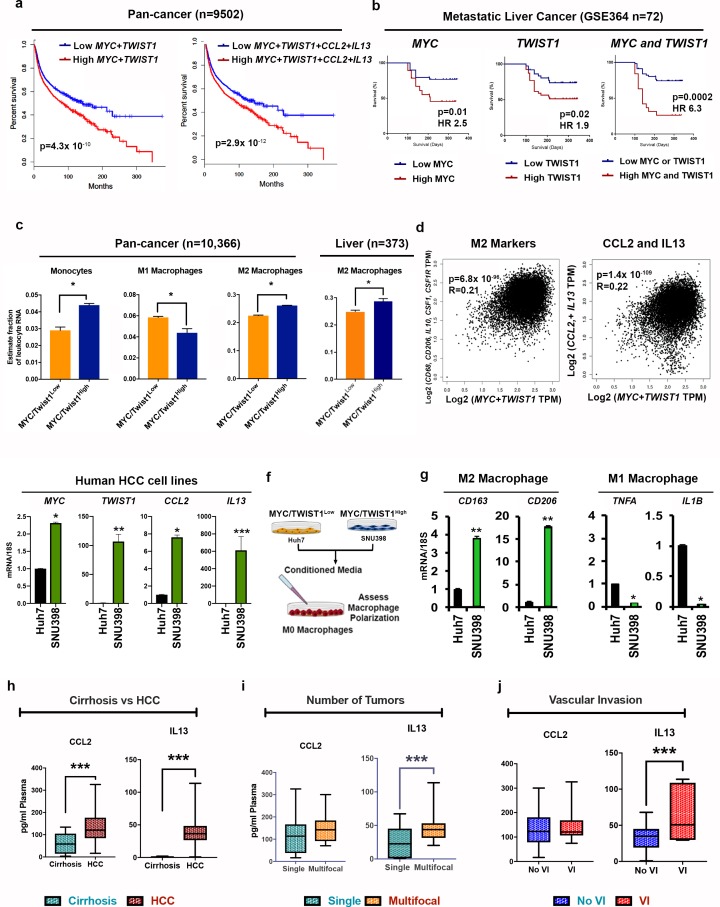
MYC and TWIST1 predict poor prognosis, TAM infiltration and pro-TAM cytokines in 33 human cancers. (**a**) Disease-free survival in pan-cancer TCGA cohort of 9502 patients from 33 cancers stratified by median *MYC+TWIST1* expression (first KM curve) and median *MYC+TWIST1*+ CCL2+IL13 (second KM curve). (**b**) Disease-free survival in GSE364 cohort of metastatic HCC patients (n = 144) stratified by median *MYC* and *TWIST1* expression. (**c**) Comparison of relative percentage of monocyte and macrophage subpopulations, derived using CIBERSORT analysis of pan cancer TCGA cohort of 10366 patients from 33 cancers with tumors stratified as *MYC*/*TWIST1*^High^ or *MYC*/*TWIST1*^low^ (*p<0.05). Comparison of relative percentage of M2 macrophage subpopulation, derived using CIBERSORT analysis of Liver cancer TCGA cohort of 373 patients with tumors stratified as *MYC*/*TWIST1*^High^ or *MYC*/*TWIST1*^low^ (*p<0.05). (**d**) Correlation of *MYC+TWIST1* expression with TAM markers in TCGA pan-cancer cohort and HCC cohort. Correlation of *MYC+TWIST1* expression with CCL2 and IL13 in TCGA pan-cancer cohort (n = 9502). (**e**) Comparison of mRNA expression of *MYC*, *TWIST1*, *CCL2* and *IL13* between two HCC cell lines Huh7 (n = 3 biological replicates with three technical replicates each) and SNU398 (n = 3 biological replicates with three technical replicates each). (**f**) Experimental scheme for analysis of macrophage polarization in vitro assay. (**g**) Expression of M2 (CD163, CD206) and M1 markers (TNFA, IL1B) after treatment with conditioned media from Huh7 (n = 3 biological replicates with three technical replicates each) or SNU398 (n = 3 biological replicates with three technical replicates each). (*p<0.05, **p<0.01, ***p<0.001). (**h**) Prospective clinical study of plasma levels of cytokines in patients with cirrhosis (n = 10) versus patients with HCC (n = 25). (*p<0.05, **p<0.01, ***p<0.001). (**i**) Comparison of plasma levels of cytokines between patients with single HCC versus multifocal HCC (*p<0.05, **p<0.01, ***p<0.001). (**j**) Comparison of plasma levels of cytokines between patients with HCC with vascular invasion and without vascular invasion (*p<0.05, **p<0.01, ***p<0.001).

**Figure 8—figure supplement 1.**
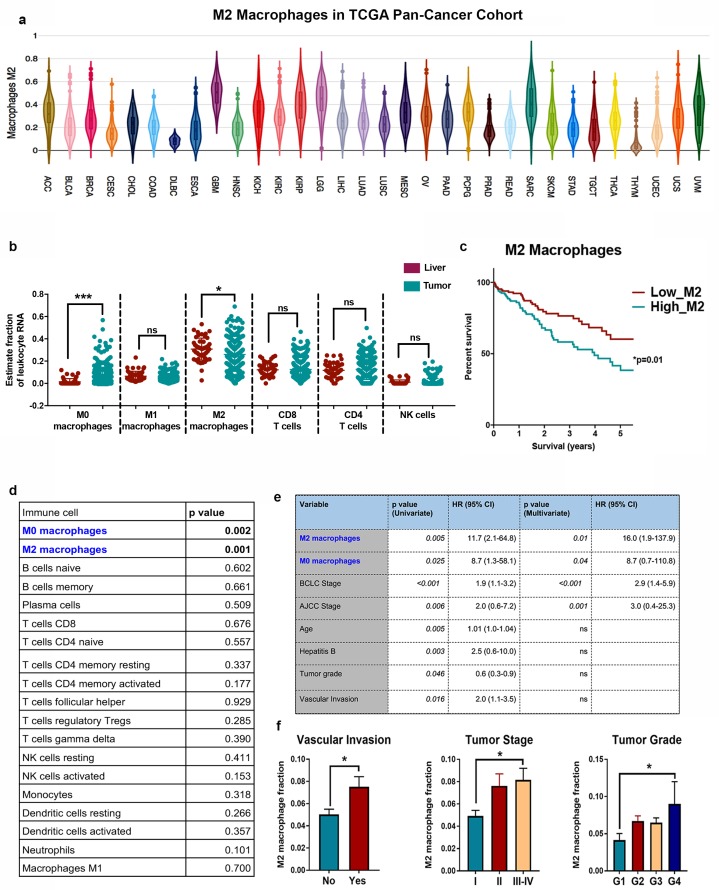
M2 macrophages have a prognostic role in human cancers including liver cancer. (**a**) M2 macrophage infiltration in 33 different cancers from the pan-cancer TCGA cohort based on transcriptome deconvolution analysis using CIBERSORT. (**b**) CIBERSORT analysis of human HCC TCGA RNAseq dataset (n = 373) to show major immune subset composition. (**c**) Kaplan Meier survival curve of TCGA human HCC (n = 373) stratified by median M2 macrophage infiltration. (**d**) Cox proportional hazard survival analysis of 22 immune compartments on survival of HCC patients in TCGA cohort (n = 373). (**e**) Multivariate survival analysis of factors independently influencing survival of HCC patients in TCGA cohort (n = 373). (**f**) Correlation of M2 macrophage infiltration with vascular invasion, tumor stage and tumor grade in human HCC (n = 373).

We determined if *MYC* and *TWIST1* in human tumors cooperated to influence the tumor microenvironment through CIBERSORT analysis of 10,366 tumors from the human pan-cancer TCGA study (Thorsson et al., 2018). TAMs were the most common infiltrating immune cells in most types of human cancers (Figure 8—figure supplement 1a) including HCC (Figure 8—figure supplement 1b). Compared to *MYC*/*TWIST1*^Low^ tumors, *MYC*/*TWIST1*^High^ tumors were infiltrated with significantly higher proportion of monocytes (2.9% vs 4.4%; p<0.001) and M2 macrophages (22% vs 26%, p<0.001), while there was a lower proportion of M0 (10% vs 7%, p<0.001) and M1 macrophages (6% vs 4%, p<0.001) (Figure 8c). This was also true in the HCC cohort (M2 macrophages 24% vs 28% p=0.001; Figure 8c). Moreover, combined *MYC* and *TWIST1* expression strongly correlated with the expression of M2 macrophage related genes in the pan-cancer TCGA data (Figure 8d). Increased TAM infiltration in HCC was highly prognostic of overall survival on univariate and multivariate analysis (p=0.01, HR 16.0, Figure 8—figure supplement 1c-e). Also, M2-like TAMs were associated with presence of vascular invasion, advanced stage and poor tumor grade (Figure 8—figure supplement 1f) in HCC. Further, combined *MYC* and *TWIST1* expression correlated strongly with CCL2 and IL13 in the pan-cancer cohort (p=1.4×10^−109^) (Figure 8d). Thus, *MYC* and *TWIST1* predict poor survival, CCL2/IL13 expression and M2-like TAM infiltration in human cancers.

We screened *MYC* and *TWIST1* expression in four human HCC cell lines-Huh7, SNU398, SNU475 and SNU182. We identified Huh7 as a *MYC*/*TWIST1*^Low^ cell line and SNU398 as *MYC*/*TWIST1*^High^ cell line (Figure 8e). The other two cell lines had intermediate levels of TWIST1. The *MYC*/*TWIST1*^High^ cells transcriptionally expressed significantly higher levels of CCL2 and IL13 when compared to the *MYC*/*TWIST1*^Low^ cells (Figure 8e). We treated macrophages with conditioned media derived from either *MYC*/*TWIST1*^Low^ or *MYC*/*TWIST1*^High^ cells, in vitro, and assessed their effect on macrophage polarization (Figure 8f). Conditioned media from *MYC*/*TWIST1*^High^ cells polarized macrophages to M2-like phenotype while conditioned media from *MYC*/*TWIST1*^Low^ cells induced a M1-like phenotype (Figure 8g). Thus, combined *MYC* and *TWIST1* in human HCC cells lines is associated with CCL2 and IL13 secretion and macrophage M2-like polarization.

Lastly, a prospective clinical study was performed to measure CCL2 and IL13 in human patients with HCC (n = 25) and in patients with cirrhosis of the liver (n = 10). Both CCL2 (p=0.006) and IL13 (p<0.0001), were significantly elevated in the plasma of patients with HCC but not cirrhosis (Figure 8h). Increased expression of IL13, but not CCL2, was associated with the presence of multifocal tumors (p=0.04), suggestive of association with aggressive phenotype (Figure 8i). Also, IL13 levels were higher in the plasma of patients with HCC with vascular invasion, which is a known indicator of metastatic tumor spread in HCC (p=0.01) (Figure 8j). Thus, the plasma levels of the cytokines CCL2 and IL13 are elevated in patients with HCC, and higher IL13 levels predict multifocal and invasive HCC.

## Discussion

We found that *MYC* and TWIST1 drive metastasis by eliciting a transcriptional program in cancer cells that induces cytokines that in turn enable crosstalk between tumor and host, thus eliciting the recruitment and polarization of macrophages (Figure 9). To perform our studies, we have generated the first autochthonous transgenic mouse model of HCC metastasis by hepatocyte-specific expression of *MYC* and *Twist1* that will be useful to study tumor progression and identify new therapies. We demonstrate that constitutive expression of both *MYC* and *Twist1* is required for metastasis. *MYC* and *Twist1* coordinate to regulate a cytokinome, including Ccl2 and Il13, that both are necessary and sufficient to elicit metastasis. Moreover, in 33 different human cancers, expression of both *MYC* and TWIST1 predict survival, expression of CCL2/IL13 and M2-like TAM infiltration. In a prospective clinical analysis, human patients with HCC but not cirrhosis had increased plasma levels of CCL2 and IL13 that was associated with invasive and multifocal disease. We conclude that *MYC* and *TWIST1* are general drivers of metastasis.

**Figure 9.**
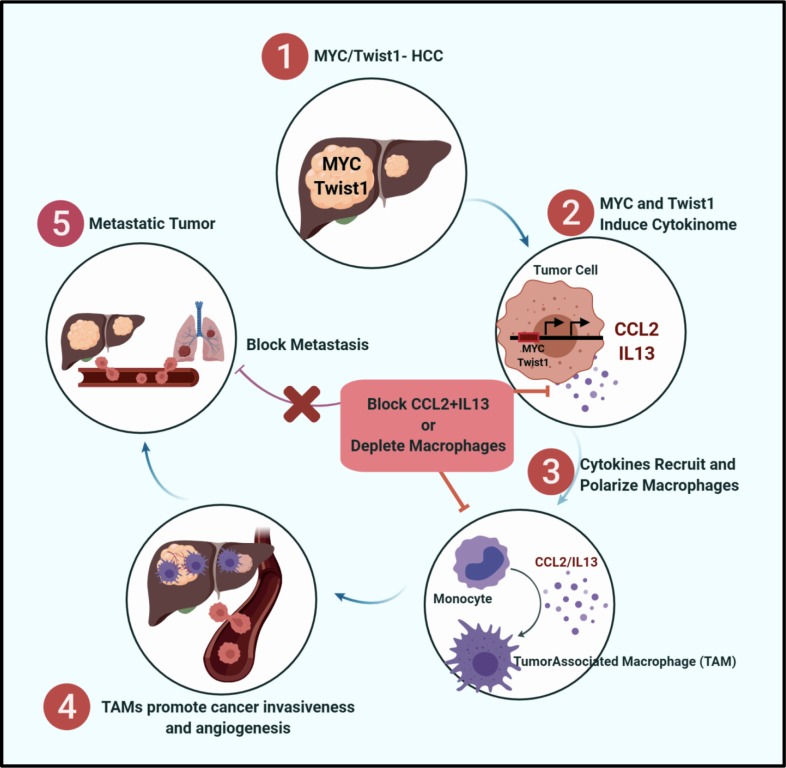
MYC and Twist1 Drive Metastasis via CCL2/IL13 mediated macrophage activation. Graphical representation showing that MYC and Twist1 elicit a cytokinome including CCL2/IL13 which mediate the crosstalk between cancer cells and macrophages. Therapeutic blockade of the cytokines can inhibit cancer metastasis.

We generated a new conditional transgenic mouse model of metastasis that has some features that are complementary to existing model systems (Gómez-Cuadrado et al., 2017). Our models enabled us to interrogate tumor and host interactions during malignant progression in an immunocompetent host. Through the Tet system, we were able to elicit inducible combined *MYC* and *Twist1* expression restricted to the hepatocytes. In our model, greater than 90% of the mice predictably developing extrahepatic metastasis. This allowed us to directly compare the non-metastatic *MYC*-HCC and the metastatic *MYC*/*Twist1*-HCC, to identify specific mechanisms of metastasis. We believe our model will serve as a useful system for developing new therapies that block cancer metastasis.

Our work is the first to suggest that *MYC* and *Twist1* generally cooperate to drive metastasis. By analyzing ChIP-seq data, we found *MYC* and *Twist1* bind to both the promoters of human and mouse *Ccl2* and *Il13* genes. Our results are consistent with a recent report that *Twist1* promotes the invasion of *MYCN* to enhancer sites thus potentiating its pro-proliferative function (Zeid et al., 2018). Thus, our results suggest that *MYC* and *Twist1* may contribute to metastasis through a transcriptional mechanism of inducing a cytokinome that activates macrophages. We note that our observations are consistent with a multitude of reports that innate immunity contributes to metastasis (Kitamura et al., 2015; Pollard, 2004) and *Twist1* contributes to metastasis (Xu et al., 2017; Yang et al., 2004). However, our work is the first to suggest that *MYC* and *Twist1* together affect transcription in a manner that modulates innate immunity, thereby driving metastasis.

We propose as a possible general explanation for our findings that overexpression of *MYC* and *TWIST1* in a tumor is activating an embryonic program of innate immune cell activation and cellular invasion. *MYC* and *TWIST1* have been reported to cooperate during embryogenesis (Bellmeyer et al., 2003; Rodrigues et al., 2008). The two transcription factors also have been shown to transcriptionally modulate inflammation during embryogenesis (Hurlin, 2013; Rodrigues et al., 2008; Spicer et al., 1996). These microenvironment changes are required to enable mesodermal cells to migrate to their destination (Šošić et al., 2003). Both *MYC* and *TWIST1* are overexpressed in multiple human cancers, suggesting there is a common embryonic transcriptional program they regulate in the embryonic microenvironment which is hijacked by cancer cells (Hendrix et al., 2007). Hence, *MYC* and TWIST1 overexpression in cancer may be eliciting tumor invasion by activating embryonic programs that otherwise physiologically enable mesodermal migration.

We identified that *MYC* and *Twist1* generally elicit a cytokinome that includes Ccl2 and Il13 that we show are necessary and sufficient to drive metastasis. Our work is consistent with a prior report that *Twist1* transcriptionally induces Ccl2 in breast cancer cell lines that leads to macrophage recruitment (Low-Marchelli et al., 2013). However, our study further demonstrates Ccl2 induced macrophage recruitment alone was not sufficient to cause metastasis in vivo and Il13 induced macrophage polarization plays an essential and complementary role in promoting angiogenesis and metastasis. Further, our results suggest that Ccl2 and Il13 alone can enable a non-metastatic cancer to become metastatic, cell non-autonomously. In this regard, it is notable that there are anecdotal reports suggesting that metastasis can occur during circumstances that would promote inflammation such as surgery (Tohme et al., 2017) or during infection (Smith and Kang, 2013).

Our findings have general relevance to human cancer. First, in 9502 patients with 33 different types of human cancer, the subset of tumors with *MYC* and *TWIST1* predicts poor survival, CCL2/IL13 expression and TAM infiltration. Second, in human patients with HCC, we found that CCL2, and IL13, were elevated in the plasma of patients with HCC and IL13 levels predicted invasive and aggressive HCC. Stratifying patients based on cytokine expression may help direct therapy. Third, the combined inhibition of CCL2 and IL13 profoundly impeded metastasis in our in vivo experimental model of liver cancer. Inhibition of CCL2 alone has not been effective in clinical trials for solid tumors (Brana et al., 2015; Lim et al., 2016; Pienta et al., 2013). We suggest that personalized therapy that combines the inhibition of CCL2 and IL13 is more likely to be effective.

Our work identifies two transcription factors, *MYC* and TWIST1, are key drivers of metastasis. Together, they elicit a cytokinome, that includes CCL2 and IL13, enabling crosstalk between cancer cells and host macrophages that drives tumor progression.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Antibody	MYC (Rabbit, Monoclonal)	Epitomics	RRID:AB_11000313	IHC (1:150), WB (1:1000)
Antibody	F4/80 (Rat, Monoclonal)	ThermoFisher	RRID: AB_10376289	IHC (1:150)
Antibody	Twist1 (Mouse, Monoclonal)	Abcam	RRID:AB_883294	WB (1:500)
Antibody	Phospho-Histone 3 (Rabbit, Polyclonal)	Cell Signaling Technology	RRID:AB_331535	IHC (1:100)
Antibody	Cleaved Caspase3 (Rabbit, Polyclonal)	Cell Signaling Technology	RRID:AB_2341188	IHC (1:100)
Antibody	Neutrophil (Rat, Monoclonal)	Abcam	RRID:AB_881409	IHC (1:100)
Antibody	CD4 (Mouse, Monoclonal)	Abcam	RRID:AB_2686917	IHC (1:1000)
Antibody	Glutamine Synthetase (Rabbit, Monoclonal)	Abcam	RRID:AB_446132	IHC (1:200)
Antibody	CD31 (Rabbit, Polyclonal)	Abcam	RRID:AB_726362	IHC(1:100)
Antibody	CD206 (Mouse, Monoclonal)	R and D	RRID:AB_2745540	ICC (1:100)
Antibody	CCL2 (Mouse, Monoclonal)	BioXCell	RRID:AB_10950302	In vivo treatment (10 mg/kg body weight three times per week)
Antibody	Il-4 (Mouse, Monoclonal)	Genentech	Propreitary	In vivo treatment (10 mg/kg body weight three times per week)
Antibody	IL-13 (Mouse, Monoclonal)	Genentech	Propreitary	In vivo treatment (10 mg/kg body weight three times per week)
Genetic Reagent (*M. musculus*)	*Twist1-tetO7-luc*	PMID: 22654667	Twist1 Transgenic mouse model	Felsher Lab
Genetic Reagent (*M. musculus*)	*LAP-tTA*	PMID: 15475948	LAP-tTA mouse	Felsher Lab
Genetic Reagent (*M. musculus*)	*TetO-MYC*	PMID: 10488335	MYC Transgenic mouse	Felsher Lab
Genetic Reagent (*M. musculus*)	Nod Scid-Gamma (NSG) mice	Jackson Laboratory	MGI:3577020	Felsher Lab
Cytokine	CCL2	Peprotech	RRID:AB_147738	In vivo treatment (500 ng/mouse)
Cytokine	IL13	Peprotech	RRID:AB_147840	In vivo treatment (250 ng/mouse)
Cytokine	IL4	Peprotech	RRID:AB_147635	In vivo treatment (250 ng/mouse)
Drug	Clodronate liposomes	Liposoma	CP-005–005	In vivo treatment (6.5 μl/g body weight/mouse)
Sequence-based reagent	MYC	Stanford PAN facility	N/A	f-CTGCGACGAGGAGGAGAACT r-GGCAGCAGCTCGAATTTCTT
Sequence-based reagent	UBC	Stanford PAN facility	N/A	f-AGCCCAGTGTTACCACCAAG r-ACCCAAGAACAAGCACAAGG
Sequence-based reagent	Twist1	Stanford PAN facility	N/A	f-GGACAAGCTGAGCAAGATTCA r-CGGAGAAGGCGTAGCTGAG
Sequence-based reagent	CD206	Stanford PAN facility	N/A	f-CTCTGTTCAGCTATTGGACGC r-TGGCACTCCCAAACATAATTTGA
Sequence-based reagent	Arginase-1	Stanford PAN facility	N/A	f-CTCCAAGCCAAAGTCCTTAGAG r-AGGAGCTGTCATTAGGGACATC
Sequence-based reagent	CCR2	Stanford PAN facility	N/A	f-GTGTACATAGCAACAAGCCTCAAAG r-CCCCCACATAGGGATCATGA
Sequence-based reagent	INFaR	Stanford PAN facility	N/A	f-CTTCCACAGGATCACTGTGTACCT r-TTCTGCTCTGACCACCTCCC
Sequence-based reagent	iNOS	Stanford PAN facility	N/A	f-ACACCGACCCGTCCACAGTAT r-CAGAGGGGTAGGCTTGTCTC
Sequence-based reagent	CX3CR1	Stanford PAN facility	N/A	f-TACCTTGAGGTTAGTGAACGTCA r-CGCTCTCGTTTTCCCCATAATC

### Transgenic mice

Mouse *Twist1* cDNA was PCR cloned into the bidirectional *tetO7* vector S2f-*IM*C*g* at *EcoR*I and *Not*I sites, replacing the *eGFP* ORF. The resultant construct, *Twist1-tetO7-luc* (Tran et al., 2012), was sequenced, digested with *Kpn*I and *Xmn*I, and used for injection of FVB/N pronuclei by the Stanford Transgenic Facility. Founders were screened by genotyping using PCR. Founders were mated to LAP-tTA mice, and BLI was used to additionally screen for functional *Twist1-tetO7-luc* founders, subsequently termed LAP-tTA/TRE-*Twist1*/Luc. The LAP*-tTA*, *and TetO-MYC* transgenic lines have been described previously (Felsher and Bishop, 1999; Kistner et al., 1996; Shachaf et al., 2004). LAP-tTA/TRE-*Twist1*/Luc mice were mated to LAP-tTA/TRE-*MYC* mice, and progeny were screened by PCR. The final background of the mouse was FVB/N. Doxycycline (Dox- Sigma) was administered in the drinking water weekly at 0.1 mg/mL during mating and continuing until mice reached 6 weeks of age. Animals were euthanized upon disease morbidity as assessed by tumor burden. Macrometastases were assessed upon necropsy and tissues were collected and stored for further analysis. All procedures were performed in accordance with APLAC protocols and animals were housed in a pathogen-free environment.

### Small animal imaging

in vivo bioluminescent imaging (BLI) was utilized to confirm oncogene activation in transgenic mice beginning one week before, and continuing each week following, Dox removal. BLI was performed on an IVIS Spectrum (Caliper Life Sciences, Hopkinton, MA). Briefly, mice were injected i.p. with the substrate D-Luciferin (150 mg/kg) and then anesthetized with 2.5% isoflurane delivered by the Xenogen XGI-8 5-port Gas Anesthesia System. Animals were then placed into the IVIS Spectrum, and Living Image Software was used to collect, archive, and analyze photon fluxes and transform them into pseudocolor images.

MRI scans were performed using a 7T small animal MRI scanner (Bruker Inc, Billerica, MA, Stanford Small Animal Imaging Facility, CA) equipped with a 40 mm Millipede RF coil (ExtendMR LLC, Milpitas, CA). Under anesthesia by inhalation of 1–3% isoflurane mixed in with medical-grade oxygen *via* nose-cone, and acquisitions were gated using the respiratory triggering. For tumor detection, a respiration triggered T2-weighted 3D turbo spin echo sequence was used (TR/TE 3000/205 ms, voxel size (0.22 mm^3^). The isotropic voxel size of 0.22 mm in all directions provides a high in plane and across plane resolution. Thereby, the location of one tumor could be defined in all three orientations using specific landmarks, such as major vessels or other tumors. T2-weighted anatomical imaging was performed approximately once weekly. Anatomical and parametric images were analyzed and tumor volumes were measured using Osirix image processing software (Osirix, UCLA, and Los Angeles, CA).

### Cell culture

Conditional HCC cell lines were derived from LAP-tTA and TetO-*MYC* or -*MYC*/*Twist1* mice. Cells were grown in DMEM (Invitrogen), supplemented with 10% FBS (Invitrogen), and cultured at 37°C in a humidified incubator with 5% CO2. Cell lines were confirmed to be negative for Mycoplasma contamination.

### Orthotopic transplantation assay

An orthotopic mouse model was established by transplanting mouse *MYC*- or *MYC*/*Twist1*-HCC tumors (1 mm^3^) under the liver capsule of NOD/Scid/Gamma (NSG) recipient mice. Bioluminescent (BLI) and MRI scans monitoring are used to monitor tumor engraftment and growth. Mice are euthanized once predetermined specific endpoints are met or based on morbidity whichever occurs first.

### Intravenous transplantation assay

An intravenous transplantation mouse model was established by tail vein intravenous injection of 500,000 *MYC*- or *MYC*/*Twist1*-HCC cells of NOD/Scid/Gamma (NSG) recipient mice. Bioluminescent (BLI) monitoring is used to monitor tumor metastasis in lungs. Mice are euthanized once predetermined specific endpoints are met or based on morbidity whichever occurs first.

### RNA sequencing

RNA sequencing of *MYC*-HCC and *MYC*/*Twist1*-HCC was performed at the Beijing Genomics Institute (BGI) using their BGIseq 500 platform single end 150 bp, 20 million reads per sample. Genes expression level is quantified by a software package called RSEM. We counted the number of identified expressed genes and calculated its proportion to total gene number in database for each sample RNA sequencing data are deposited in Gene Expression Omnibus (GEO). DEseq software was used to perform differential expression analysis. Ingenuity Pathway Analysis (IPA, Qiagen) was used to perform functional pathway analysis.

Principal-component analysis (PCA; Qlucore Omics Explorer v. 2.2) was used to generate a visually interpretable overview of the transcriptional profile of *MYC*-HCC and *MYC*/*Twist1* HCC. Qlucore Omics Explorer was used to structure data to verify if tumor subgroups could be identified. Variance filtering was used to reduce the noise, and the projection score to set the filtering threshold. The ‘mean = 0, var = 1’ setting was used to scale the data. PCA was used to visualize the data set in a three-dimensional space, after filtering out variables with low overall variance to reduce the impact of noise, and centering and scaling the remaining variables to zero mean and unit variance. The projection score was used to determine the optimal filtering threshold, retaining N variables (Soneson and Fontes, 2011).

### In vivo treatment mouse models

For antibody treatment, mice were injected i.p. with isotype control IgG or anti-Ccl2 (BioXcell), -Il13 and –Il4 (Genentech) antibody (10 mg/kg body weight three times per week). For recombinant cytokines treatment, mice were injected i.p. three times per week with PBS or Ccl2 (Peprotech, 500 ng/mouse), Il4 and IL4 (Peprotech, 250 ng/mouse). For clodronate liposomes (CL) treatment, CL or control liposomes were administered i.p. at 6.5 μl/g body weight 3 times per week to NSGs mice. CL and control treatments were administered to NSG mice previously injected i.v. with 0.5 × 10^6^ *MYC*/Twist1-HCC cells or orthotopically transplanted with *MYC*/*Twist1*-HCC tumors. Experimental and control mice were killed 4 weeks after tumor were transplanted. Primary tumors and lung metastases were collected for H and E staining and IHC.

### Immunohistochemistry and immunofluorescence

Paraffin embedded tumor sections were deparaffinized by successive incubations in xylene, graded washes in ethanol, and deionized water. Epitope unmasking was performed by steaming in DAKO antigen retrieval solution for 45 min. Paraffin embedded sections were immunostained with *MYC* (1:150, Epitomics), or cleaved caspase 3 (1:100, Cell Signaling technology), phospho histone 3 (1:200, Cell Signaling Technology), F4/80 (1:50, ThermoFisher), Cd4 (1:1000, Abcam), Neutrophil (1:100, Abcam), overnight at 4°C. The tissue was washed with PBS and incubated with biotinylated anti-rabbit, anti-rat or anti-mouse for 30 min at room temperature (1:300 Vectastain ABC kit, Vector Labs). Sections were developed using 3,3'- Diaminobenzidine (DAB, Vector Labs), counterstained with hematoxylin, and mounted with Permount. Images were obtained on a Philips Ultrafast Scanner. All IF and IHC experiments were conducted using at least three biological replicates per group.

### Quantification of IHC staining analysis

Images are analyzed in Icy (BioImage Analysis Unit, Paris, http://icy.bioimageanalysis.com). Areas of immunopositivity are selected for positive values in the Color Picker threshold tool in the support vector machine (SVM) tab. Unstained nuclei and cytoplasm areas are chosen for negative values. Default values are used for the kernel. Immunopositive areas are selected as regions of interest (ROIs). Subsequently, ROIs are separated. Those with interior size <68 pixels are eliminated from the ROI table as they correspond to small specks of non-specific immunopositivity, whereas larger areas corresponded closely to distinct positive cells. Counts were obtained from the ROI tables.

### Wound healing assay

1 × 10^6^ *MYC*- or *MYC*/*Twist1*-HCC cells per well were seeded in 6-well plate and cultured overnight in culture medium. Thereafter, a scratch (wound) was introduced in the confluent cell layer using a yellow tip. Cells were washed three times to remove detached cells. Cells were then incubated with supernatant of primary macrophages harvested from *MYC*- or *MYC*/*Twist1*-HCC primary tumors for 24 hr. Pictures of a defined wound spot were made with a Leica DM16000 microscope at t = 0, 24, 48 and 72 hr. The area of the wound in the microscopic pictures was measured using Image J software (National Institutes of Health, MD). The percentage wound healing after 72 hr was calculated in relative to the total wound area at t = 0 hr of the same wound spot. To isolate tumor associated macrophages from liver tumors, we first cut the tumor into small pieces, digested with collagenase and incubated in a culture dish at 37°C for 1–2 hr. We removed and discarded all detached cells and/or dead cells at 2 hr. Next, we maintained the remaining cells in culture for 24 hr and then removed any adherent tumor cells by fast trypsinization. Macrophages are highly adherent and are the main population that remains adherent beyond this step. We harvested the macrophages and confirmed their phenotype and polarization states by qPCR (Figure 2f).

### Transwell chamber migration assay

Cell migration was assessed using a 12 well transwell chamber with 8 μm filter inserts (Corning). Raw macrophages (264.7 macrophage cell line (ATCC)) were seeded in the upper chamber and *MYC*/*Twist1* cells were seeded in the lower chamber. Neutralizing antibody to Ccl2, Ccl5, Ccl7, Cxcl1, Il13 or Il4 were added to the lower chamber in triplicates. After 16 hr the migrated cells were fixed in 4% paraformaldehyde (PFA) and 100% methanol. The non-migrated cells were gently removed with a swab. Cells in the lower surface of the membrane were stained with 0.5% crystal violet for 20 mins. The membranes were imaged and number of macrophages in 10 random fields were counted. The experiment was performed in triplicates.

### 3d co-culture system of macrophages and HCC cells

The 24-well plates were precoated with 10 × 10^3^ mouse Raw 264.7 macrophages (ATCC) resuspended in 200 ul of Matrigel growth factor reduced (Corning) for 30 min at 37°C. Then, 80 × 10^3^ *MYC* or *MYC*/*Twist1*-HCC cells resuspended in 200 ul of Matrigel and directly seeded onto the 24-well plate precoated with matrigel+macrophage mixture. The cells were incubated at 37°C for up to 1 week to allow the spheroids to form. Recombinant Ccl2 (50 ng/ml) or Il13, IL4 (25 ng/ml each) and anti-Ccl2 antibody (30 ug/ml), or anti–Il13 antibody, anti-Il4 antibody (20 μg/ml each) were added directly to the coculture and refreshed every 48 hr. Spheroids were fixed with 10% PFA overnight, paraffin embedded and sectioned (4–5 μm) as previously described (Ootani et al., 2009). Sections were deparaffinized and stained with H and E for the initial histology analysis. For further immunohistochemistry analysis, we used F4/80 antibody as described above. All assays were performed at least 3 times.

### Quantitative Real-Time PCR

RNA was isolated using RNeasy plus mini kit according to the manufacturer’s instructions (Qiagen). cDNA was synthesized using SuperScript III (ThermoFisher). qPCR was performed using specific primers (Key Resources) and SYBR Green (Roche) in an Applied Biosystems Real Time PCR System (Life Technologies). Data were normalized to *UBC.* A minimum of 3 biological and three technical replicates were used for all qPCR experiments.

### Luminex – eBioscience/Affymetrix Magnetic bead Kits

This assay was performed in the Human Immune Monitoring Center at Stanford University. Human 62-plex or Mouse 38 plex kits were purchased from eBiosciences/Affymetrix and used according to the manufacturer’s recommendations with modifications as described below. Briefly: Beads were added to a 96 well plate and washed in a Biotek ELx405 washer. Samples were added to the plate containing the mixed antibody-linked beads and incubated at room temperature for 1 hr followed by overnight incubation at 4°C with shaking. Cold and Room temperature incubation steps were performed on an orbital shaker at 500–600 rpm. Following the overnight incubation plates were washed in a Biotek ELx405 washer and then biotinylated detection antibody added for 75 min at room temperature with shaking. Plate was washed as above and streptavidin-PE was added. After incubation for 30 min at room temperature wash was performed as above and reading buffer was added to the wells. Each sample was measured in duplicate. Plates were read using a Luminex 200 instrument with a lower bound of 50 beads per sample per cytokine. Custom assay Control beads by Radix Biosolutions are added to all wells.

### Immune cell deconvolution analysis

The CIBERSORT gene expression deconvolution package was used to estimate the immune cell composition in the *MYC*- and *MYC*/*Twist1*-HCC. The LM22 signature was used as the immune cell gene signature. We modified it for studying mouse immune subsets by carefully converting the genes in the signature to their respective mouse orthologs. The settings for the run were: 1000 permutations with quantile normalisation disabled. The student T-test was used to infer the statistical significance of the predicted immune cell populations where p<0.05 was considered significant.

### TCGA analysis

The pan cancer RNAseq data was downloaded from the GDC data portal https://portal.gdc.cancer.gov/ on Oct 15, 2018. Spearman test was used for correlation analysis. Kaplan Meier analysis was performed for survival analysis. K means clustering was used to stratify patients into two groups based on *MYC* and *TWIST1* expression.

### Clinical study

This study was approved by the institutional review board (IRB) of Stanford University (IRB Number: 28374), and all patients provided informed consent before being enrolled in this study. We prospectively collected blood from patients with HCC or cirrhosis alone. Blood samples were obtained at the time of diagnosis of HCC. Plasma was separated, aliquoted and stored at −80C. Luminex assay to measure cytokine levels was performed as mentioned above. Clinical data was gathered from their medical records.

### Statistics

Differences between groups were analyzed using Student’s t-test or one-way analysis of variance (ANOVA). Chi square test was used to compare categorical variables. Kaplan Meier analysis with Log Rank test was performed for survival analysis. A *P* value of less than 0.05 was considered to be significant and is indicated by one asterisk (*), a *P* value of less than 0.01 is indicated by two asterisks (**), a *P* value of less than 0.001 is indicated by three asterisks (***), and a *P* value of less than 0.0001 is indicated by four asterisks (****). All graphs are presented as the mean + /- SEM. Analyses were performed with Prism, version 5 (GraphPad Software, San Diego, CA).

## Data Availability

All data generated or analyzed during this study are included in the manuscript and supporting files. Data has been deposited in GEO under accession codes GSE135878. The following dataset was generated: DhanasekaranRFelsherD2019MYC and Twist1 Expression in Cancer Cells Activates Host Macrophages to Enable metastasisNCBI Gene Expression OmnibusGSE135878

## Additional files

Supplementary file 1. List of genes (220 up and 294 down) that were differentially expressed between the *MYC*-HCC and *MYC*/*Twist1*-HCC.

Supplementary file 2. The top biological processes, and associated genes, upregulated in *MYC*/*Twist1*-HCC versus *MYC*-HCC.

Transparent reporting form

How the deposited data were processed for this re-analysis (not part of the article)

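RNA sequencing of liver tumors was used, with 5 *MYC*-HCC and 5 *MYC*/*Twist1*-HCC libraries. According to the submitters, total RNA came from flash-frozen tumors. The authors sequenced it as single-end reads and, per the submitters' notes, trimmed the reads with Trimmomatic, aligned them to mm10 with STAR, used Picard and counted reads with featureCounts, while the paper names RSEM. The values used are the FPKM that the authors deposited, with 2 decimals, for 52459 genes, of which 48108 have a gene model in GENCODE vM21 (GRCm38). No count table was used here. The unit was checked on genes with models shorter than 150 bp, whose values came to whole reads once the depth was estimated.

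The depth of each library was estimated from those short genes, and was 19.2 to 23.8 in units of 1 M reads. At the lowest depth 1 read on a model of 1 kb is 0.052 FPKM and at the highest 0.042. The 10 most abundant genes held 15.6% to 31.0% of the total FPKM per library. No 2 libraries were identical.

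The values were tested as log2(FPKM + 0.1) for the 12146 genes with at least 0.5 FPKM in at least 5 libraries. Groups were compared with limma 3.58.1 in R 4.3.3 (linear model, moderated variances with a trend, two-sided), with Benjamini-Hochberg adjustment and a threshold of 0.05. The study's stated thresholds (p below 0.001, adjusted p below 0.05 and a fold of 2) were applied to the same fit. Principal components and the share of variance between the groups were computed on genes centred and scaled. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 prepared the table and drew the figures.

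For gene lists, the mean log2 level over the genes tested was taken per library, and the groups were compared by exact permutation over the 252 assignments, adjusted over the 43 lists with at least 2 genes tested. The number of members past limma's test was counted over all genes and adjusted over the list alone. The 51 lists were the epithelial and mesenchymal panels of the study, wider epithelial and mesenchymal lists and EMT transcription factors, and markers of macrophages, Kupffer cells, M2 and M1 macrophages, monocytes, neutrophils, granulocyte precursors, eosinophils, mast cells and basophils, T cells, B cells, plasma cells, NK cells, dendritic cells, erythroid cells, megakaryocytes and platelets, hematopoietic progenitors, endothelial cells, stellate cells and fibroblasts, cholangiocytes, pancreas, lung and adipose tissue. For hepatocytes they were secreted proteins, cytochrome P450 genes, bile acid genes, the urea cycle, amino acid and gluconeogenesis genes, complement and acute phase genes, transcription factors and the glutamine synthetase and Wnt genes. The others were oncofetal genes, imprinted genes, hypoxia and glycolysis, cell cycle, MYC targets, apoptosis, the cytokines of the study, other chemokines, heat shock, immediate early genes, mitochondrially encoded genes, male-biased and female-biased liver genes, Y-linked genes and X inactivation. Supplementary file 1 had been read when the lists were written. The 5 functions of Supplementary file 2 were tested in the same way and adjusted over these 5.

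Named are the genes that the paper names for this comparison, up to 10 higher and 10 lower genes past the threshold with no overlap between the groups, and up to 4 genes of each list with the smallest p, 183 in all. Genes outside this rule are said to be chosen after their values were seen. The fit, its thresholds, the lists and the alternatives were set before the data were examined, except for 4 alternatives added later (quality weights with 1 library left out, the cell type lists adjusted on their own, the log2 ratio of the group means, and Twist1 left out of the functions). The alternatives were an added 1 or 0.01 in place of 0.1, no filter, a mean of at least 1 FPKM, median-ratio scaling, quantile normalization, each library left out in turn, no variance trend, library quality weights, the median over a list, genes scaled to unit variance, camera with a preset or an estimated correlation, and, for the variance between groups, unscaled genes or the genes of highest variance.

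The fit was tested on simulated data of the observed spread. Of planted log2 changes of 0.5, 1, 2 and 3, 8.33%, 43.8%, 78.7% and 91.8% were recovered, and 9 unchanged genes were called among 11911 genes. The simulated noise was independent between genes and equal across libraries, with no library standing apart. These shares check the code and do not give the share of changes that the fit finds in the real libraries.

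The 5 *MYC*-HCC columns share one heading, so they were joined to the group and not to single tumors, and no pairing or block by replicate number was fitted. CIBERSORT, the pathway software and the cell line and cytokine measurements of the paper were not run or analysed here.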

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

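The tests weighed in this part were chosen only after the results were seen, apart from the counts over other splits of the libraries. For the split count without *MYC*-HCC library 4, that library was itself singled out after its values were seen. A library is named below where its gap to the nearest other library of its group was over 0.71 of the range of the group. Of 234 measures, 19 met this, 11 of them in *MYC*-HCC library 4, where chance gives about 1 in 20, or 11.7.

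*MYC*-HCC library 4 stood apart from the other 9 libraries, at 98.7 on PC1 and 104.2 on PC2, with a mean log2 level of 4.19 for hepatocyte transcription factors, 4.32 for cell cycle genes, 5.35 for MYC targets and 1.53 for monocyte markers, and with 11.7 FPKM of Cdh1, 35.3 of Vim, 0.05 of Ifitm6, 3.11 of Afp and 0.25 of Prtn3. A difference in depth is argued against by its estimated depth of 20.9 in units of 1 M reads, inside the range of the other libraries. A swap of labels between the groups is argued against by Twist1, whose lowest value in *MYC*/*Twist1*-HCC was 5.59 times the highest in *MYC*-HCC, although *MYC*/*Twist1*-HCC replicate 4, with 357 FPKM of Myc, is grouped with the other *MYC*-HCC libraries by hierarchical clustering (its mean correlation is 0.935 with its own group and 0.918 with the other). Adult liver mixed into the sample could not lower Afp to 0.27% and Dlk1 to 0.0244% of the median of the other 4 while Myc stayed at 64.2%, but such liver may still contribute to the high hepatocyte genes, which cannot be told apart since Myc at that level leaves room for a share of such liver, while H19 and Igf2, which it would lower, were at 168% and 415% and above the other 4. The design names no condition that parts this library from its group, and no biological explanation was tested.

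Granulocyte and erythroid genes were higher in *MYC*/*Twist1*-HCC, and the erythroid list, which the paper does not report, by 2.36 on the log2 scale, with adjusted p = 0.31 for the neutrophil, precursor and erythroid lists with camera and an estimated correlation. The 3 blood lists differed by 2.73 more than the 5 lists of other cell types (exact permutation p = 0.0079, the smallest that 5 against 5 allow, and 2.66 with p = 0.0159 without *MYC*-HCC library 4). The 3 were chosen after their rise was seen, and platelet, monocyte and NK cell lists, in neither set, differed by 1.76, 1.02 and 0.81, so this gap cannot decide on a lower share of tumor cells. The 5 lists differed by 0.24 (exact permutation p = 0.548), which argues only against a lower share that raises all other cells alike. Blood left in the samples cannot be told apart from cells in the tissue, since few markers of each list are expressed and the comparison turns on 1 of them. The precursor markers differed by -0.89 relative to neutrophil markers (exact permutation p = 0.119, and -1.29 with p = 0.0238 without *MYC*-HCC library 4). With Prtn3 left out the value was -0.09 (exact permutation p = 0.849, and -0.20 with p = 0.627 without *MYC*-HCC library 4), so the gap rests on Prtn3. Prtn3 was at 6.71 to 20.1 FPKM in *MYC*-HCC libraries 1, 2, 3 and 5. The precursor genes Mpo and Elane were at most 0.1 and 0.11 FPKM there, so Prtn3 did not follow them. Over all genes of the 2 lists with no filter the precursor minus neutrophil value was 0.25 (exact permutation p = 0.357). More of these cells with Twist1 expression remains an open and untested biological explanation.

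Processed pseudogenes of ribosomal protein genes, a set formed after Rpl36a-ps2 was seen to be called, had a mean log2 level 0.88 higher in *MYC*/*Twist1*-HCC over 31 genes (unadjusted exact permutation p = 0.0238), and 0.85 higher without Rpl36a-ps2 (p = 0.0238). Of the 31, 20 differed upward, and adjusted over the set alone 17 were higher and 2 lower. Higher expression of the parent genes is argued against, since the pseudogenes differed by 1.18 more than their 26 parents (exact permutation p = 0.0079; 1.15 and p = 0.00794 without Rpl36a-ps2), which differed by -0.30 (p = 0.262). Reads of the parents given to the pseudogenes in 1 group may contribute, since the reads of parents and pseudogenes together differed by -0.0525 (exact permutation p = 0.841), and pseudogenes hold 9.49% of them at the median, too little to tell the 2 apart. A difference between tumor groups remains open and untested.

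Over all 10 libraries, 3 of 100 splits into 5 and 5, the real one included, called as many genes as the real 3, which is under the 0.05 level. The highest other split called 1159 genes and the median other split 0. A count of 3 therefore cannot tell the 2 groups from other structure in the samples, and chance is not excluded. At the stated thresholds 3 of 100 splits did, with 3 genes in the real split and 239 in the highest other. With library quality weights it was 3 of 100, with 2477 and 3517. Without *MYC*-HCC library 4 it was 1 of 100, the real split, with 1099 genes and 827 in the highest other. That library was left out because its values stood apart from its group, so this last count is not independent of that choice. Each highest other split sets *MYC*-HCC libraries 1, 2, 3 and 5 with *MYC*/*Twist1*-HCC replicate 4 against the rest (without library 4 in the last), which points to a structure of the samples beyond the 2 groups.

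Oncofetal genes were 1.84 higher, imprinted genes 1.80 and female-biased liver genes 1.33, lists on which the paper does not report, each with adjusted p = 0.31 with camera and an estimated correlation. The oncofetal and imprinted lists share Igf2, H19, Dlk1 and Peg10. *MYC*/*Twist1*-HCC replicate 5 had a mean log2 level of 3.95 for cell cycle genes and 7.59 FPKM of Cxcl1. *MYC*/*Twist1*-HCC replicate 1 had 24.8 FPKM of Vim, replicate 2 had 9.94 FPKM of Ccl6 and replicate 3 had 0.53 FPKM of Ccl2. *MYC*-HCC library 2 had 0.91 FPKM of Hbb-bt and library 5 had 8.68 FPKM of Mertk.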

How the results depend on the processing

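No paired analysis was possible because the 5 *MYC*-HCC columns share one heading, and the block by replicate number planned as an alternative was not run for this reason. Comp has no value with a mean of at least 1 FPKM, which it does not reach.

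The count of 3 genes higher and 0 lower was 5 with an added 1 FPKM and 1 with an added 0.01 FPKM, 23 with median-ratio scaling (22 at the stated thresholds), and 1008 higher and 1469 lower with library quality weights (241 and 96 at the stated thresholds), with 0 lower in the others but for 1 library left out. Leaving out 1 library at a time gave 1 to 526 higher and 0 to 573 lower, and 1 to 175 higher and 0 to 72 lower at the stated thresholds. The highest counts are those without *MYC*-HCC library 4, which had the lowest quality weight, 0.18. All 3 genes were among those called without it and among those called with weights, and these 2 settings shared 1050. The count of differentially expressed genes without the MYC-HCC library of the fourth column was 2805 with weights added, an alternative chosen after the data were seen.

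Of 43 lists, 7 were higher and 0 lower. The number past the threshold was 0 with an added 1 or 0.01 FPKM, no filter, quantile normalization, the median over a list, unit variance and camera with an estimated correlation. For all but camera this count does not measure a loss of the differences, since with a smallest p of 0.0079 a list passes only where at least 7 lists share it (9 of the 51 with no filter) or more lists have a p close to it. 6, 5, 6, 5, 3 and 6 lists had it under these settings in turn, and 3 to 7 with 1 library left out. The 7 lists were higher under all of the settings tested by permutation, with an unadjusted p under 0.05 for all 7 except with no filter (6), a mean of at least 1 FPKM (6) and the median over a list (5). Camera with a preset correlation called 15 higher and 3 lower. Leaving out 1 library at a time gave 0 to 7 higher, 7 without *MYC*/*Twist1*-HCC replicate 5 and 0 without any other. The cell type lists adjusted on their own, added later, gave 4. The separation of the groups was 19.5% with unscaled genes, 19.4% and 19.3% with the genes of highest variance, and 17.8% to 29.2% with 1 library left out.

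Signs changed for the following values, given on the log2 scale with the settings that changed them. Among genes, log2 difference of Arg1 0.034 with median-ratio scaling, 0.073 with quantile normalization, 0.16 with library quality weights, -0.34 to 0.46 with 1 library left out (changed without *MYC*-HCC 1, 3 and 4 and *MYC*/*Twist1*-HCC 2, 4 and 5); log2 difference of Itgax 0.039 with median-ratio scaling, 0.44 with library quality weights, -0.21 to 0.14 with 1 library left out (changed without *MYC*-HCC 4 and 5 and *MYC*/*Twist1*-HCC 2 and 3); log2 difference of Cd22 -7.78e-04 with quantile normalization, -0.37 to 0.43 with 1 library left out (changed without *MYC*-HCC 1 and 4 and *MYC*/*Twist1*-HCC 4 and 5). Also among genes, log2 difference of Cxcl1 -0.21 to 0.73 with 1 library left out (changed without *MYC*-HCC 2 and *MYC*/*Twist1*-HCC 5); log2 difference of Cdh1 -0.38 with library quality weights, -0.53 to 0.37 with 1 library left out (changed without *MYC*-HCC 4); log2 difference of Glul -0.034 with library quality weights, -0.12 to 0.18 with 1 library left out (changed without *MYC*-HCC 4 and *MYC*/*Twist1*-HCC 1, 2 and 5). Further, log2 difference of Plac8 -0.34 with library quality weights, -0.33 to 0.51 with 1 library left out (changed without *MYC*-HCC 4 and *MYC*/*Twist1*-HCC 3 and 5); log2 difference of Prtn3 -0.26 with library quality weights, -0.63 to 0.83 with 1 library left out (changed without *MYC*-HCC 4); log2 difference of Adgre1 -0.27 to 0.13 with 1 library left out (changed without *MYC*-HCC 5 and *MYC*/*Twist1*-HCC 2 and 3). Last among genes, log2 difference of Mmp2 0.023 with library quality weights. Among lists, list mesenchymal 5.81e-04 with an added 1 FPKM, 0.015 with no filter, 0.0032 with a mean of at least 1 FPKM, 0.078 with camera and a preset correlation, 0.078 with camera and an estimated correlation, -0.24 to 0.18 with 1 library left out (changed without *MYC*-HCC 4 and *MYC*/*Twist1*-HCC 2 and 4); list male_biased_liver -0.43 with no filter, -0.20 to 0.70 with 1 library left out (changed without *MYC*-HCC 2 and *MYC*/*Twist1*-HCC 1); list hematopoietic_progenitor -0.066 with a mean of at least 1 FPKM, -0.013 with quantile normalization, -0.30 with the median over a list. Also among lists, list endothelial -0.022 to 0.51 with 1 library left out (changed without *MYC*-HCC 2 and *MYC*/*Twist1*-HCC 1); list epithelial -0.26 to 0.34 with 1 library left out (changed without *MYC*-HCC 4 and *MYC*/*Twist1*-HCC 2); list stellate_fibroblast -0.46 to 0.29 with 1 library left out (changed without *MYC*-HCC 4 and *MYC*/*Twist1*-HCC 2). Beyond these, list hepatocyte_cytochrome_P450 -1.08 to 0.33 with 1 library left out (changed without *MYC*-HCC 4); list glutamine_synthetase_Wnt -0.039 to 0.21 with 1 library left out (changed without *MYC*-HCC 4); list immediate_early -0.030 to 0.45 with 1 library left out (changed without *MYC*/*Twist1*-HCC 5). For the M2 minus M1 score 0.27 with no filter, 0.71 with a mean of at least 1 FPKM, -0.35 to 0.19 with 1 library left out (changed without *MYC*-HCC 4 and *MYC*/*Twist1*-HCC 5).

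Of the named genes, the direction and the side of the threshold stayed in 1065 pairs of gene and alternative, 68 passed the threshold where they had not, 13 no longer passed and 39 changed sign. For the lists these numbers were 720, 16, 117 and 23, and for the pathway functions 72, 6, 7 and 0. The pathway list Recruitment of myeloid cells no longer passed with Twist1 left out (adjusted exact permutation p = 0.0661), an alternative chosen after the data were seen. The cause was not tested.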

Differences from the paper's values

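At its stated thresholds the paper's counts are 220 genes higher, 294 lower and 514 in all, and the counts here were 3, 0 and 3. Of the alternatives set before the data were examined, taking a count within 1.5 times of the paper's as near it, the count of higher genes was near it without *MYC*-HCC library 4 (175) and with library quality weights (241), and with none of the others. None of them came near the paper's count of lower genes (at most 96, with quality weights) or the total. Quality weights without *MYC*-HCC library 4, an alternative chosen after the values were seen, gave 284 higher and 409 in all, both within 1.5 times of the paper's counts, and 125 lower, which is not. It left 457 of the paper's 514 listed genes uncalled, against 512 in the values here, and 278 of the 514 passed the expression filter and were tested. Of the 514 genes in the paper's Supplementary file 1, 395 pass all 3 stated thresholds by the values of that file. At these thresholds 2 of the 514 were called here in the listed direction, 4 with an added 1 FPKM, 14 with median-ratio scaling, 6 without *MYC*-HCC library 5, 43 without *MYC*-HCC library 4, 57 with quality weights and 0 to 2 with each of the other alternatives set before the data were examined.

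Of the 27 genes named in the added text that were tested and have a log2 fold change in the paper's supplement, 27 had the same direction here. Of these, 6 differed by more than the standard error here. Over all 278 listed genes tested, 88.5% had the same direction. The values here are differences of the mean of log2(FPKM + 0.1), and the paper's come from its own model, so the 2 are not on quite the same scale for genes near 0 FPKM. For Car3 the paper's value is -6.15 and the value here -3.58, for Serpina3k the paper's is -6.51 and here -2.92, for Ces3a the paper's is -5.97 and here -2.33, and for Comp the paper's is 4.85 and here 3.48. None of the alternatives set before the data were examined brought these 4 within 1 standard error of the paper's values (18 alternatives, 17 for Comp), with Comp nearest with an added 0.01 FPKM (5.23). For Peg10 the paper's value is 3.86 and the value here 5.36, which came within it with an added 1 FPKM, without *MYC*-HCC library 3, without *MYC*-HCC library 4, without *MYC*/*Twist1*-HCC replicate 5 and with library quality weights, and not under the other 13. For Dnaja1 the paper's value is -0.91 and the value here -0.76, which came within it with an added 0.01 FPKM, with quantile normalization, without *MYC*-HCC library 4, without *MYC*-HCC library 5, without *MYC*/*Twist1*-HCC replicate 5 and with library quality weights, and not under the other 12. The log2 ratio of the group means, an alternative chosen after the values were seen, was 5.196 for Comp, -6.87 for Car3, 4.11 for Peg10 and -0.79 for Dnaja1, within 1 standard error of the paper's, and -3.43 for Serpina3k and -4.39 for Ces3a, which are not. By it 16 of the 27 genes lie within, against 21 by the difference of mean logs.

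The paper states that the 2 tumor types form separate clusters. Here *MYC*-HCC library 4 formed a cluster by itself and *MYC*/*Twist1*-HCC replicate 4 joined the other *MYC*-HCC libraries, while 19.1% of the variance lay between the groups (exact permutation p = 0.0397), and 29.2% without *MYC*-HCC library 4 (exact permutation p = 0.0079).

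The paper states that M2 macrophages were enriched and that the ratio of M2 to M1 shifted, from deconvolution. From marker genes, the list M2_macrophage differed by 0.28 (exact permutation p = 0.349), by 0.47 without *MYC*-HCC library 4 (p = 0.0714) and by 1.14 over genes with a mean of at least 1 FPKM, where Chil3 joins it (adjusted p = 0.0488), in the paper's direction. The 1.14 rests on Chil3 alone, since the other markers in it are those that differed by 0.28. With no filter, all 13 M2 markers, Chil3 among them, were 0.49 higher (exact permutation p = 0.0397, adjusted p = 0.156). The 15 M1 markers were then 0.22 higher (exact permutation p = 0.405). M2 minus M1 differed by -0.11 (exact permutation p = 0.81), a different measure, while Mrc1 differed by 0.48 in the paper's direction. The M2 mean of this score holds Arg1, also a gene of hepatocytes, so it does not read macrophages alone. The paper also states more macrophages by staining, and more Cd206 and Arg1 in isolated macrophages. In whole tumors the general macrophage list differed by 0.31 (exact permutation p = 0.365) and Arg1 by -0.03, again other measures.

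The paper states no difference in neutrophils between the groups, from deconvolution and from staining, while its pathway analysis of the RNA names granulocyte recruitment among the upregulated processes. The neutrophil list, a mean of 3 transcripts in whole tumors and so another measure, was 3.72 higher in *MYC*/*Twist1*-HCC (adjusted exact permutation p = 0.0488, and 0.31 with camera and an estimated correlation). Its 3 genes are in Supplementary file 1, so their direction is not independent evidence. Retnlg, at most 0.16 FPKM in *MYC*-HCC, could pass the filter only by being higher in every *MYC*/*Twist1*-HCC library. Erythroid markers were 2.36 higher with it (adjusted exact permutation p = 0.0488, and 0.31 with camera and an estimated correlation), platelet markers differed by 1.76 without passing the threshold (adjusted p = 0.0758), and all 3 lists were highest in *MYC*/*Twist1*-HCC replicate 1.

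The paper states no difference in epithelial and mesenchymal markers. Here 0 of 10 panel genes passed over all genes and the mean of neither panel differed detectably, while 1 panel gene, Fn1, was higher when adjusted over the list alone. Without *MYC*-HCC library 4, Cdh1 was lower and 3 mesenchymal panel genes were higher, adjusted over the list alone.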

Other observations

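Fetal and imprinted genes were higher in *MYC*/*Twist1*-HCC. Peg10, an imprinted gene of placenta and liver tumors, was at 8.23 ± 12.1 (SD, n = 5) FPKM in *MYC*-HCC and 142 ± 105 (SD, n = 5) FPKM in *MYC*/*Twist1*-HCC, and Cd24a, a surface protein of liver progenitors, at 1.05 ± 1.07 and 17.0 ± 21.3 FPKM (SD, n = 5 per group). Their log2 differences were 5.36 (SE 1.24) and 3.40 (SE 1.02), with adjusted p = 0.121 and 0.178 from limma. Gpc3 (glypican 3) differed by 3.61, Afp by 2.94 (1.26 without *MYC*-HCC library 4) and Sgce by 2.77. The oncofetal list was 1.84 higher over 10 genes and the imprinted list 1.80 higher over 13 (exact permutation p = 0.0079, adjusted p = 0.0488, and 0.31 with camera and an estimated correlation, for both), with 2 and 3 members higher adjusted over the list alone, 0 over all genes by limma, and 3 and 5 at an unadjusted p under 0.05. Both lists hold Igf2, H19, Dlk1 and Peg10, so they are not separate results. Without *MYC*-HCC library 4 the differences were 1.27 and 1.35 (adjusted exact permutation p = 0.0853 and 0.0683; 0.00223 to 0.31 and 6.9e-05 to 0.31 over the alternatives), with 3 and 4 members higher over all genes.

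Erythroid genes were higher as well, by 2.36 over 13 genes (exact permutation p = 0.00794, adjusted p = 0.0488, and 0.31 with camera and an estimated correlation). The beta globin gene Hbb-bs was at 42.6 ± 17.1 and 341 ± 405 FPKM and Hbb-bt at 3.42 ± 1.59 and 44.0 ± 55.6 FPKM (SD, n = 5 per group), with log2 differences of 2.51 and 3.14 (adjusted p = 0.136 and 0.0966 from limma). Cldn13 differed by 3.40. Of the 13, 11 were higher adjusted over the list alone, 0 over all genes by limma and 11 at an unadjusted p under 0.05, and without *MYC*-HCC library 4 there were 7 over all genes. Platelet genes differed by 1.76 over 3 genes (exact permutation p = 0.0159, adjusted p = 0.0758), with log2 differences of 1.64 for Pf4 and 3.28 for Ppbp and 1 higher adjusted over the list alone. Hematopoietic progenitor markers differed by 0.09 over 5 genes (exact permutation p = 0.476), with 0 of 5 past limma's test and 1 at an unadjusted p under 0.05.

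The following genes were measured in whole tumors and were not assigned to a cell type. Ndrg1, which is induced by hypoxia, was at 18.8 ± 6.03 and 50.8 ± 15.4 FPKM (SD, n = 5 per group), a log2 difference of 1.43 (adjusted p = 0.0904 from limma), with 2.25 for Ndufa4l2 and 0.74 for Bnip3. The hypoxia and glycolysis list differed by 0.37 over 15 genes (exact permutation p = 0.0635), with 4 higher and 1 lower adjusted over the list alone. The heat shock genes Dnaja1, Hsph1 and Chordc1 differed by -0.76, -1.12 and -0.69, and the list by -0.67 over 9 genes (exact permutation p = 0.0159, adjusted p = 0.0758), with 0 higher and 5 lower adjusted over the list alone. The heat shock list was classed with RNA quality, and whether its difference comes from sample handling was not tested. MYC targets differed by -0.53 over 21 genes (exact permutation p = 0.0556), with 0 higher and 2 lower adjusted over the list alone (Apex1 -0.94 and Hspd1 -0.70), and 20 lower without *MYC*-HCC library 4. Myc itself was at 303 ± 68.1 (SD, n = 5) FPKM in *MYC*-HCC and 261 ± 54.7 (SD, n = 5) FPKM in *MYC*/*Twist1*-HCC (log2 difference -0.21, adjusted p = 0.631 from limma). Cell cycle genes differed by -0.35 over 23 genes and apoptosis genes by -0.08 over 12 genes (exact permutation p = 0.198 and 0.341), with 0 members past limma's test over all genes or adjusted over the list alone, and 2 and 0 lower at an unadjusted p under 0.05. Of these lists, 6 and 2 members without *MYC*-HCC library 4 were lower adjusted over the list alone.

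Among cytokines, the chemokines Ccl9 and Ccl6 differed by 1.81 and 1.20 (adjusted p = 0.0704 and 0.207 from limma), and the list of other chemokines by 0.86 over 9 genes (exact permutation p = 0.0238, adjusted p = 0.102), with 3 higher and 0 lower adjusted over the list alone. Of the cytokines that the paper names, Ccl2, Ccl5 and Cxcl1 were above the filter and differed by 0.18, 0.71 and 0.25, and their list by 0.38 over 3 genes (exact permutation p = 0.325), with 0 past limma's test or at an unadjusted p under 0.05. The paper measured its cytokines as secreted protein and by qPCR in cultured tumor cells. RNA of whole tumors is another measure, so these values do not test that result. Cxcl1 differed by -0.10 without *MYC*-HCC library 2 and -0.21 without *MYC*/*Twist1*-HCC replicate 5. Il13 was at 0 ± 0 and 0.00800 ± 0.0179 FPKM, Il4 at 0.248 ± 0.0986 and 0.196 ± 0.0879 FPKM and Ccl7 at 0.114 ± 0.109 and 0.410 ± 0.182 FPKM (SD, n = 5 per group).

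Hepatocyte genes depended on *MYC*-HCC library 4. Apoa1 and Ahsg, secreted by hepatocytes, differed by 1.41 and 2.35, and the list of secreted proteins by 0.94 over 14 genes (exact permutation p = 0.0476, adjusted p = 0.171), with 5 higher and 0 lower adjusted over the list alone and 10 higher without *MYC*-HCC library 4. Complement and acute phase genes differed by 0.87 over 16 genes, transcription factors by 0.66 over 12 genes, bile acid genes by 0.68 over 10 genes, the urea cycle by 0.46 over 7 genes, amino acid and gluconeogenesis genes by 0.40 over 12 genes and cytochrome P450 genes by -0.48 over 14 genes (exact permutation p = 0.341, 0.0635, 0.54, 0.27, 0.603 and 0.698). These 6 lists without *MYC*-HCC library 4 differed by 1.52, 0.93, 1.502, 0.77, 0.94 and 0.33 in this order (adjusted exact permutation p = 0.114, 0.0683, 0.144, 0.114, 0.246 and 0.779), with 8, 3, 4, 1, 3 and 0 members higher and 0 lower adjusted over the list alone. Glul, the glutamine synthetase of Wnt-active hepatocytes, was at 56.4 ± 11.4 and 57.4 ± 13.5 FPKM (SD, n = 5 per group), a log2 difference of 0.01, and its list differed by 0.13 over 3 genes (exact permutation p = 0.619), both with a sign that changed without *MYC*-HCC library 4 (-0.12 and -0.04).

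For other cell types and tissues, endothelial markers differed by 0.18 over 10 genes, stellate cell and fibroblast markers by -0.19 over 9 genes and cholangiocyte markers by -0.60 over 4 genes (exact permutation p = 0.651, 0.802 and 0.341), with 0 members past limma's test or at an unadjusted p under 0.05. These 3 lists without *MYC*-HCC library 4 differed by 0.51, 0.17 and -1.08 (exact permutation p = 0.143, 0.849 and 0.0397, adjusted p = 0.246, 0.869 and 0.114). Of the pancreas and adipose lists 1 gene each was above the filter, with median log2 differences of 1.10 and 0.06, and of the lung list and X inactivation 0. Immediate early genes differed by 0.27 over 7 genes and mitochondrially encoded genes by -0.45 over 6 genes (exact permutation p = 0.524 and 0.246).

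Of the sex-biased lists, female-biased liver genes were higher by 1.33 over 3 genes (exact permutation p = 0.00794, adjusted p = 0.0488, 0.31 with camera and an estimated correlation, and 1.28 higher with adjusted p = 0.0683 without *MYC*-HCC library 4), and male-biased ones differed by 0.25 over 7 genes (exact permutation p = 0.762). Y-linked genes differed by 0.58 over 4 genes (exact permutation p = 0.127), and 0 of 2 X inactivation genes were above the filter.

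Some genes were present in part of the libraries and near absent in the others, all chosen after their values were seen. Rpl26, a ribosomal protein gene, was at 129, 67.1 and 54.6 FPKM in *MYC*/*Twist1*-HCC replicates 3 to 5 and at 1.52 to 3.54 FPKM in the other 7 libraries. The same 3 replicates had 46.1, 19.8 and 11.0 FPKM of Eif5al3-ps, which was at most 0.68 FPKM elsewhere. AC154335.2 was at 17.6, 19.1 and 22.9 FPKM in replicates 1 to 3 and at most 0.47 elsewhere, and Klhl13 at 12.4 and 7.34 FPKM in replicates 1 and 2 and at most 0.53 elsewhere. Gm9844 was at 11.6, 17.5 and 17 FPKM in *MYC*-HCC libraries 1 to 3 and at most 1 elsewhere.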
